# Annotation and functional clustering of circRNA expression in rhesus macaque brain during aging

**DOI:** 10.1038/s41421-018-0050-1

**Published:** 2018-09-18

**Authors:** Kaiyu Xu, Dong Chen, Zhengbo Wang, Jian Ma, Jian Zhou, Nanhui Chen, Longbao Lv, Yongtang Zheng, Xintian Hu, Yi Zhang, Jiali Li

## Abstract

The abundance and function of circular RNAs (circRNAs) in mammalian brain have been reported, but their alterations in the biology of brain aging remain elusive. Here, using deep RNA profiling with linear RNA digestion by RNase R we explored a comprehensive map of changes in circRNA expression in rhesus macaque (*macaca mulatta*) brain in two age groups from adult (10 y) to aged (20 y) periods. Total 17,050 well expressed, stable circRNAs were identified. Cluster analysis reveals that dynamic changes in circRNA expression show the spatial-, sex- and age-biased specificities. On the basis of separate profiling of the RNAs, age-related circRNAs show differential correlation to host mRNA expression. Furthermore, two voltage-dependent L- and R-type calcium channel gene-derived circCACNA2D1 and circCACNA1E negatively regulate their host mRNA expression. Our results demonstrate the power of changes in circRNA expression to reveal insights into a potentially circRNA-mediated regulatory mechanism underlying the biology of brain aging.

## Introduction

Aging leads to changes in brain function as well as many other physiological activities^1^. Brain aging is characterized by changes in the neuronal physiology, from molecular, to cell and functional levels^2^. One of the biggest obstacles in the study of brain aging is there are no good markers which classify normal versus pathological brain aging^3,4^. Recent studies demonstrate that local RNA including mRNA-, miRNA- and lncRNA-mediated regulation is heavily involved in synaptic development and function^5–9^.

Circular RNA (circRNA) is formed by head-to-tail splicing with the covalent joining the 5′ end of one exon with the 3′ end of another^10–16^. It has recently emerged as a novel class of transcripts with complex tissue- and spatiotemporal expression patterns^17–20^. With deep sequencing of ribosomal RNA (rRNA)-depleted RNA, in combination with other biological and computational tools, this has led to the identification of thousands of new circRNAs in organisms ranging from Archaea to human^21–24^. Alternatively, linear RNA digestion by the RNA exonuclease RNase R method was also employed to identify and enrich circRNAs^20,25^.

The phenomenon in which miRNA ‘sponges’ sequestering miRNAs and prevents their interactions with target mRNAs was contributed by a couple of circRNAs^18,23^. The best known ones so far include a particular type of circRNA namely “circular RNA sponge for miR-7” (ciRS-7/CDR1as) which is the inhibitor of miR-7 microRNA—known to regulate various diseases like, cancer, neurodegenerative diseases, diabetes, and atherosclerosis^26^. Similarly, another circRNA molecule called circMbl modulates the ratio of linear mRNA by competing with linear muscleblind gene through which it is synthesized^13^. In addition, circRNAs could also sequester RNA-binding proteins (RBPs) and thereby regulate the intracellular transport of associated RBPs or RNAs^27^. Recently, two studies suggest that circRNAs could be translated in a cap-independent way, as demonstrated both in vitro and in vivo^28,29^.

CircRNAs are highly enriched in the mammalian brain^30^. Recent studies indicate that circRNAs might service as a new regulatory network that may contributes to brain development, maturity, and aging^30–32^. It is reported that a subset of circRNAs in monkey muscle were significantly repressed as muscle aging^33^. Loss of circRNA CDR1as locus in mouse causes miRNA deregulation and affects brain function^26^. Thus, circRNAs represent a heterogeneous and dynamic class of noncoding transcripts that likely regulate brain function via as yet undiscovered and diverse mechanisms. However, the expression pattern and function of the majority of circRNAs in the brain, especially in primates, remains unknown. Indeed, it is a huge task to explore whether alterations in circRNA expression and function are involved in the process of brain aging.

Aging probably derives from a relationship between environmental factors, mutations, and regulation of gene expression. While in vitro and in vivo studies on mammals allow hypotheses that may be useful for the understanding of aging events^34^, there is no theory for explaining the biological age-related and age-dependent changes in human brain. Nonhuman primates have served as one of the most valuable models for modeling human diseases and developing therapeutic strategies due to their close similarities to human in genetic and physiological features^35^.

In this study, to systematically identify and analyze dynamic changes in circRNA expression in rhesus macaque brain during aging, we sequenced linear RNAs–depleted RNAs from multiple brain compartments in the 10 and 20 years old rhesus macaque brain smaples, which indicated the states of brain aging, and performed subsequent computational analyses and experimental validation. Our findings reveal that circRNAs are highly abundant in rhesus macaque brain, and changes in circRNA expression show spatiotemporal- and sex-biased specificities during aging, and age-related circRNA correlate with their host mRNA expression.

## Results

### Genome-wide identification of circRNAs in rhesus macaque brain

To systematically determine the pattern of circRNA expression in the rhesus macaque brain during aging, we deep-sequenced RNA samples with linear RNAs depleted from eight anatomical brain compartments including prefrontal cortex (PFC), posterior cingulate cortex (PCC), temporal cortex (TC), parietal cortex (PC) and occipital cortex (OC), hippocampus (CA1), and dentate gyrus (DG), and cerebellar cortex (CB) of rhesus macaque across the two ages (10 y and 20 y) (Supplementary Table S1). 

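The 32 libraries covered the 8 brain regions with 4 libraries each, and each library held RNA of a pool of 2 macaques of the same sex and age. The pools were 10-year-old females (10F), 10-year-old males (10M), 20-year-old females (20F) and 20-year-old males (20M), 8 animals in all, and every pool was sampled in all 8 regions. A comparison of 16 libraries with 16 others therefore rested on 4 pools. Supplementary Table S1 lists 17019228 to 53787731 mapped reads per library. The authors deposited a table with a value for every circRNA in every library, in a unit they call TPM. Within each library every value was a whole number of back-splice reads multiplied by the same constant, and the smallest value above 0 stood for 2 reads. The reads recovered this way summed to 7159279. They ranged from 18813 in CB_10F, where 1 read was worth 18.7 TPM, to 894932 in PCC_20F, where it was worth 0.306 TPM. The median was 128018 back-splice reads at 10 years (range 18813 to 430956) and 192168 at 20 years (range 37329 to 894932), and 182647 in females against 179118 in males. In 5 libraries (PFC_20F, PCC_20F, PC_10M, CA1_20M and DG_20M) over 95% of the reads passed as clean, and these held a median of 430956 back-splice reads against 166099 in the other 27. Of the 5, 4 came from 20-year-old and 1 from 10-year-old animals. The reads give counting precision only, since amplified copies of a molecule cannot be told from separate molecules.

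**Figure D1:**
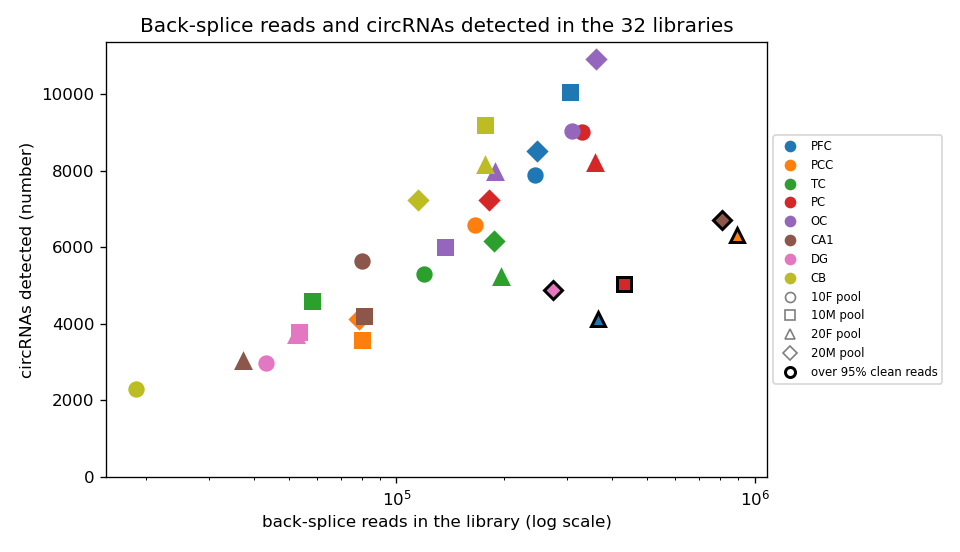
Number of circRNAs detected against the number of back-splice reads (log scale) in each of the 32 libraries, coloured by region, with the marker giving the pool and a black outline the 5 libraries with over 95% clean reads. CB_10F, with 18813 reads, lies lowest at 2284 circRNAs, and OC_20M lies highest at 10927.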

Research pipeline of our study was briefly concluded in Fig. 1a. Candidate circRNAs with head-to-tail junctions were detected by the CIRI2 software^36^ with the threshold of two or more head-to-tail junction reads in each sample. The DESeq normalization method^37^ was used to quantify circular transcript expression level. 

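The deposited values of a library summed to between 107695 TPM (DG_20F) and 352188 TPM (CB_10F). Size factors, each the median ratio of a library's reads to the geometric mean over the 65 circRNAs found in all 32 libraries, ran from 0.134 (CB_10F) to 5.77 (PCC_20F). The deposited values were not proportional to reads divided by these factors. The ratio of one scale to the other ranged from 0.645 in DG_20F to 2.51 in CB_10F. Tests were run on the deposited values, and on reads divided by size factors as an alternative.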

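The deposited table held 52828 circRNAs with 8146 Ensembl gene IDs, and 41209 of the circRNAs carried at least 1 gene ID. A circRNA had a median of 14 back-splice reads over all libraries. Of the circRNAs, 29127 (55.1%) were found in a single library and 65 in all 32. The methods do not name the genome build, so positions are given as the table lists them. The circRNA with most reads came from GDAP1L1 (chromosome 10, 20186521 to 20187867), with 97216 reads in 32 libraries, or 1.36% of all back-splice reads.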

In total, we detected 52,828 distinct circRNA candidates spliced from 8147 genes as well as intergenic regions from all macaque brain samples. 

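By the annotation column of the table, 34321 circRNAs (65.0%) lay in exons and 6888 (13.0%) in introns. The exonic ones held 77.0% of all back-splice reads and the intronic ones 7.05%. The median distance between the joined ends was 6193 bases for exonic and 6860 bases for intronic circRNAs.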

Brain-expressed circRNAs were usually derived from annotated exons (34,321, 64.97%). 

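CircRNAs annotated as intergenic numbered 11619 (22.0%) and held 16.0% of the back-splice reads, with a median of 12 reads each and a median distance of 10466 bases between their ends. Of these, 3212 passed the expression filter described with the filtered set, 18.8% of the circRNAs that did.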

Due to the incomplete annotation of macaque, circRNAs derived from the intergenic region (11,619, 21.99%) still occupied reasonable quantity (Fig. 1b). Next, we further utilized find_circ (version 1.2)^23^ to re-predict circRNAs for our data. 37694 circRNAs were detected by find_circ, including 30684 circRNAs (81.40%) with two or more head-to-tail junction reads. Although more than 80% circRNAs by find_circ were re-detected by CIRI2, about half of the circRNAs (48.0%) detected by CIRI2 were not included in the find_circ set (Fig. 1c).

**Fig. 1:**
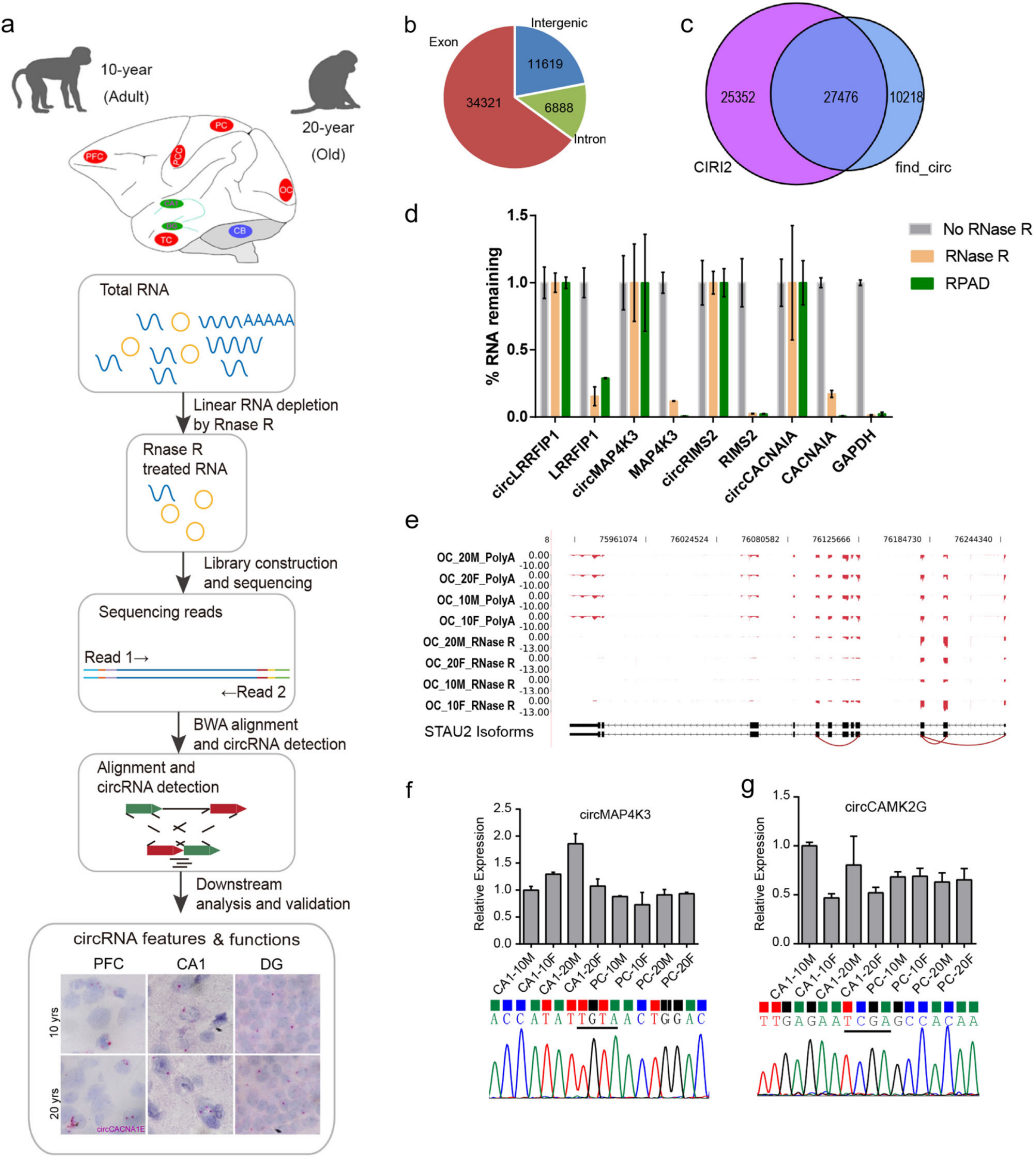
**Profiling of circRNA expression in rhesus macaque brain**. **a** Pipeline of library construction, data analysis and functional exploration for macaque brain-expressed circRNAs in this study. **b** Pie chart showing the genomic distribution of all predicted circRNAs from eight macaque brain regions. **c** Venn diagram showing the overlapping distribution between CIRI2 and find_circ predicted circRNAs. **d** Subsets of circRNAs and mRNAs were quantifed by RT-qPCR analysis with (brown) or without (gray) RNase R treatment, as well as following RPAD (green) method. *GAPDH* was shown with only linear mRNAs. **e** Reads distribution of circSTAU2 from OC region showing the efficient linear mRNA digestion by RNase R. Back splice sites were linked together by red curve. The top four tracks of PolyA selected RNA-seq data from Liu et al.^40^ were shown as background. The *Y* axis is the normalized depth for mapping result. **f**, **g** RT-qPCR (top panel) and Sanger sequencing (bottom panel) validated the presence of two circRNAs specially detected by CIRI2 with the correlated samples for sequencing. Linear RNA of *GAPDH* was used as internal reference, and relative value of each sample was normalized by the first sample in each panel. The bases above the black line represent the back-splicing site

It has been suggested by some studies that RNase R treatment may not be sufficient enough to remove the linear RNA, which could consequently resulted in inaccurately quantitative analysis of circRNAs^38,39^. To assess the efficiency of RNase R treatment in this study, we tested the residual linear RNAs in our samples by using RNase R alone or a recently published RPAD method^39^. It is obvious that linear mRNAs were effectively digested by both RNase R and RPAD methods, when compared to the respective circRNAs. RPAD was more efficient than RNase R alone for two of the four tested linear mRNAs (Fig. 1d). Generally, less than 20% of mRNAs were left after RNase R treatment alone, implying the high efficiency of RNase R treatment. To further illustrate the linear RNA digestion efficiency and the confidence of the detected cirRNA, we presented the reads distribution map of both circRNA-seq reads and RNA-seq reads from polyA-puridied mRNAs for one circRNA host gene, *STAU2*. Exon regions of circRNA origination were with abundant reads, while exon regions out of circRNA origination were with little transcriptional signal (Fig. 1e). As a control, the polyA-enriched RNA-seq data of the same samples from our previous study^40^ showed abundant transcriptional signal in non-circRNA regions (Fig. 1e), illustrating the efficient linear RNA digestion by RNase R.

Splicing sites of circRNAs typically enclose three exons. 

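A host gene had a median of 3 circRNAs (quartiles 1 and 6) and a mean of 5.08, counting each Ensembl gene ID as a gene. Of the host genes, 2480 (30.4%) had a single circRNA and 1211 (14.9%) had 10 or more, and these 1211 accounted for 20364 circRNAs. DGKI on chromosome 3 had the most, with 80 circRNAs between 174894089 and 175321099, followed by RYR2 on chromosome 1 with 79, between 219224337 and 219779248. The 72 circRNAs of ATP9B on chromosome 18 (72411714 to 72661653) had 84239 reads together, against 7472 for those of DGKI.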

While the median number of circRNA isoforms per gene in macaque brain samples is five, 1212 genes give rise to ten or more circular isoforms. Similar to the previous study^30^, the majority of head-to-tail junctions were supported by few reads (two to ten), we also detected 7504 (14.20%) circRNAs supported by more than 100 junction-spanning reads (Supplementary Fig. S1a). 

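Summed over the libraries, 22334 circRNAs (42.3%) had 2 to 10 reads, and 2 reads was the most frequent number, with 3471 circRNAs. Counted library by library, 97787 of the 197702 values above 0 (49.5%) stood for 2 to 10 reads. CircRNAs with over 100 reads numbered 7444 (14.1%), and 7504 had 100 or more. The 7444 held 87.5% of all back-splice reads.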

To confirm the data reliability of circRNA prediction, we downloaded and reanalyzed the mouse data from the previous study^30^ with CIRI2. Over 80% circRNAs detected by Rybak et al. were also detected by CIRI2 (Supplementary Fig. S1b), illustrating the sensitivity of CIRI2. While the 3093 circRNAs detected specifically by CIRI2 also implied the higher discovery efficiency but also the potential false discovery rate. Meanwhile, the overlapped circRNAs exhibited higher abundance than the non-overlapped circRNAs (Supplementary Fig. S1c), which implied that circRNA with the higher expression level could be more easily detected. The higher number of rhesus macaque brain circRNA candidates may partially be explained by the higher sequencing depth.

To independently test the confidence of the CIRI2-detected circRNAs in this study, we randomly selected 24 circRNAs for validation by RT-qPCR with divergent primers, including eight circRNAs only detected by CIRI2 and 16 circRNAs by both methods. All of these circRNAs were validated by RT-qPCR (Supplementary Table S3). Then eleven randomly selected circRNAs from the above 24 circRNAs were subjected to Sanger sequencing (Supplementary Fig. S1d), all showing back-spliced junction sequences consistent with the prediction, including three circRNAs only identified by CIRI2 (Fig. 1f, and Supplementary Fig. S1e), and eight circRNAs detected by both methods (Supplementary Fig. S1f-k).

### Dynamic expression pattern of circRNAs and high conservation between human and macaque

Next, we characterized the patterns of circRNA expression in the eight brain areas. Interestingly despite more specific circRNAs were detected in cerebral cortex compared with other regions (Fig. 2a), CA1 and DG showed less enriched for circRNA expression (Fig. 2b). 

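The 20 libraries of the cerebral cortex gave 27194 circRNAs found in none of the other regions, of which 77.2% were found in a single library. The 8 libraries of CA1 and DG gave 4301 and the 4 of CB gave 4262 of their own, with 96.2% and 93.9% in a single library. All 3 parts of the brain shared 7413 circRNAs, which had a median of 202 reads. By region, OC had 20321 circRNAs, PFC 19323, PC 18639, CB 16328, PCC 13287, TC 13160, CA1 12479 and DG 9807. When 18813 reads, the number in the smallest library, were drawn from every library, the order changed. PC then came first with 6898 circRNAs, OC seventh with 5938, DG with 5987 and CA1 with 6558, and CB last with 5525, the means of 10 draws.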

To understand the features of circRNA expression in macaque brain, we plotted the abundance of circRNAs in each of totally sex- and age-matched 32-paired samples (Supplementary Fig. S2a). Indeed, the highly varying and dynamic expression pattern may be due to the low abundance of numerous circRNAs or the natural cell-type-specific feature of circRNAs^24^. 

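A library had from 2284 (CB_10F) to 10927 (OC_20M) circRNAs, with a median of 6088. Over the 32 libraries this number rose with mapped reads with Pearson's r = 0.344 (two-sided permutation p = 0.0557, adjusted p = 0.0557) and Spearman's rho = 0.313 (p = 0.0821, adjusted p = 0.0821). Without OC_10F and OC_20M, the libraries farthest from the median, r was 0.130, so the relation rested on those libraries. Within the 27 libraries with at most 95% clean reads, r was 0.410 (p = 0.0333), or 0.177 without the same OC libraries, and rho 0.363 (p = 0.0635), and the other 5 are too few for a value. With back-splice reads, r was 0.386 (p = 0.0271) and rho 0.637 (p = 0.00018) over the 32 libraries, with r = 0.631 without PCC_20F and CA1_20M, and r = 0.896 and rho = 0.888 within the 27 (p = 1e-05 each, the smallest that 100000 draws give). Within the 27, r was 0.899 without the farthest libraries, PC_20F and OC_20M. Counting only circRNAs with at least 3 reads, rho with mapped reads was 0.370 (p = 0.0386, adjusted p = 0.0525) over the 32 libraries and 0.399 within the 27 (p = 0.0394, adjusted p = 0.0525). With the same minimum, r was 0.387 over the 32 and 0.427 within the 27 (adjusted permutation p = 0.0380 each). Without OC_10F and OC_20M it was 0.193 and 0.206. In all, 8 relations were computed and the adjustment is over these. Libraries from one pool share their animals and are not independent of each other.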

To further explore the conservative property of circRNAs, we downloaded 140,790 and 16,444 circRNAs for human and mouse, respectively, from circBase^41^ and performed a comparative analysis. By utilizing the LiftOver software, we systematically mapped the human and mouse circRNAs to the macaque genome according to the genomic locus. With strict threshold, significant more macaque circRNAs find their homologies from human than mouse (Fig. 2c), indicating the better conservation of circRNAs between primates. Nevertheless, about 40% circRNAs could not be mapped to human circRNAs database, implying the inherent divergence feature of circRNAs. We also validated the homology analysis by blast method. Among the macaque circRNAs that have homology to human or mouse, 17,190 circRNAs (32.54%) were identified in all three species. The homologues between macaque brain circRNAs and the human circRNAs were much higher by increasing the blast stringency compared with the homologues between macaque and mouse (Fig. 2d).

**Fig. 2:**
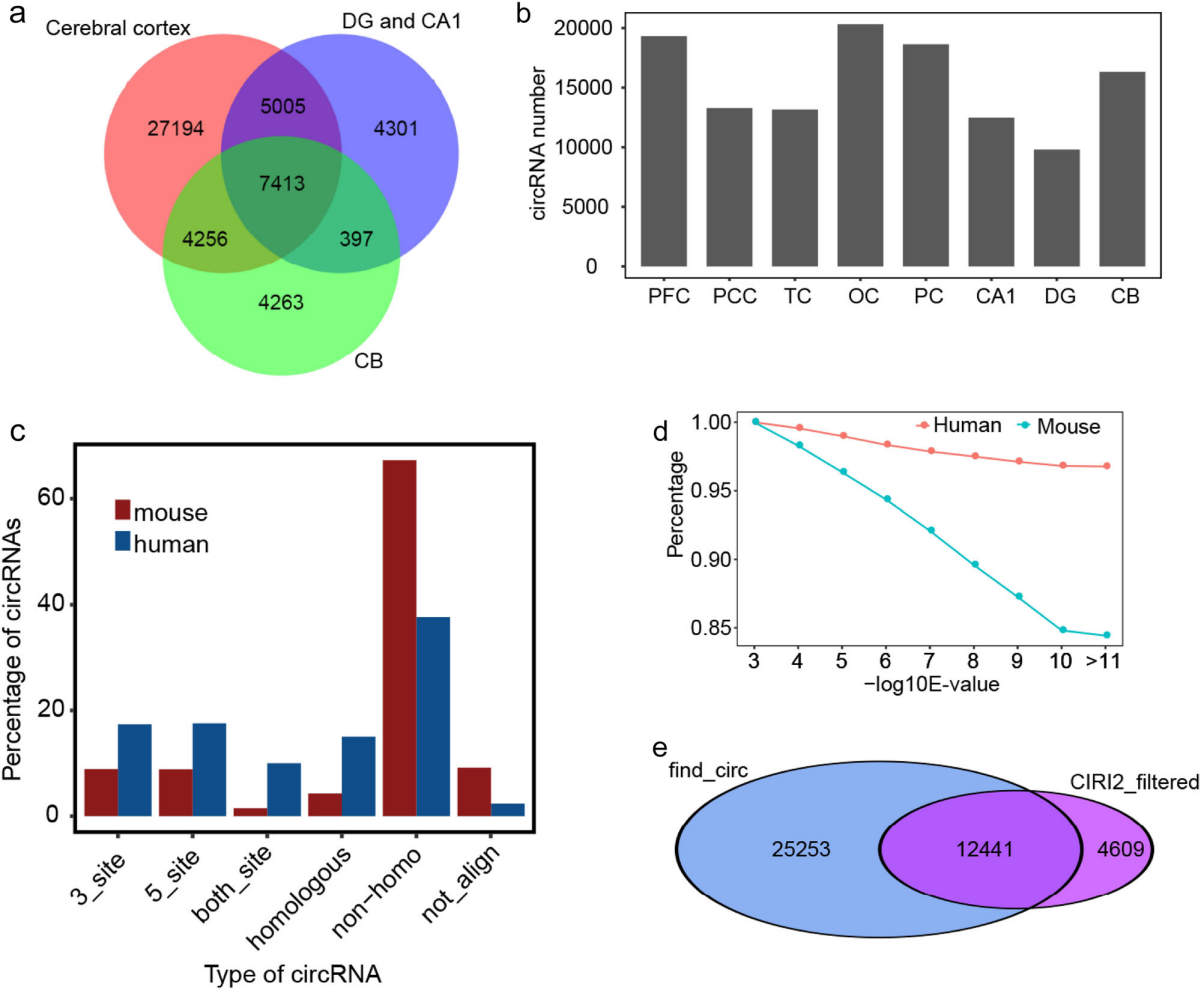
**The conservation of circRNAs in human and rhesus macaque**. **a** Venn diagram showed the overlapped result of circRNAs detected in three brain regions. **b** Bar plot of circRNA numbers detected in the eight brain areas. **c** Conservation analysis showed the higher conservation ratio between macaque and human compared with that of mouse, indicating the higher conservation between primates. **d** Linear plot of the decreased number of circRNAs by increasing the alignment threshold E-value by BLAST, which showed that circRNAs sequence character between human and macaque is more conserved than mouse. **e** Venn diagram showed the overlapped circRNAs between find_circ method and CIRI2 method after filtering

To eliminate the influence of low expressed circRNAs, we filtered circRNAs expressed only in sporadic samples with low abundance (see methods for detail thresholds). Finally, we reserved a total of 17,050 unique circRNAs from the eight brain compartments, originated from 4902 host genes. 

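The filter as the methods describe it was applied to the recovered reads, with 3 reads in a library counting as expressed. It kept 17050 circRNAs from 4902 host gene symbols. Of these, 7596 were expressed in at least 2 libraries of at least 2 regions, 994 in 1 such region and at least 6 libraries, and 8460 were kept only for having at least 30 reads in total. Of the last group, 2002 were found in a single library. With 2 reads as the minimum, 17121 circRNAs were kept. The 17050 held 95.1% of the back-splice reads. A kept circRNA was found in a median of 6 libraries, and 72.7% of the values in the filtered table were 0.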

12241 circRNAs (73%) from these filtered circRNA sets were detected by find_circ (Fig. 2e). We then used the 17050 circRNA set to perform the following analysis, and searched the functions of these filtered circRNA host genes. Important neuronal pathways were enriched from the KEGG pathway (Supplementary Fig. S2b), such as Long-term potentiation, Glutamatergic synapse, Dopaminergic synapse, and Synaptic vesicle cycle. We also investigated these genes from the Gene Ontology (GO) database, and found that they also participated in the protein phosphorylation and catabolic process (Supplementary Fig. S2c). This analysis could provide a new perspective to investigate these circRNA-originating genes.

### Cerebellar circRNAs are distinct from that of other areas by spatial analysis

CircRNAs are enriched and differentially expressed in the mammalian brain^30,31^. To further define an overview of spatial patterns of circRNA expression in rhesus macaque brain, we explored circRNA expression modules by co-expression network analysis of WGCNA^42^. Cubic power was chosen as the soft threshold to calculate block wise modules (Supplementary Fig. S3a). This network identified 38 main circRNA expression modules (including module 0), each represented by a characteristic expression pattern (Supplementary Fig. S3b). CircRNAs number in each module ranged from 39 to 1652. Surprisingly, we found the correlation coefficient values were quite small as a whole from the dendrogram and correlation heatmap of the module eigengenes (Supplementary Fig. S3c). However, five modules (darkgrey, magenta, darkturquoise, lightcyan, and paleturquoise) were clustered together and showed high correlation between each other. Other modules were very distinct from each other, and the distance between the specific modules was very high (more than 0.8, Supplementary Fig. S3c).

To further validate the above finding, we utilized other methods to explore spatial-regulated circRNAs in brain. 

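Each region's 4 libraries were compared with the 28 of the other 7 regions. A circRNA counted as higher in a region when its mean was higher there and an exact two-sided permutation test over all 35960 choices of 4 libraries gave p under 0.01, without adjustment. By this rule 1447 distinct circRNAs were higher in a region, and 5 of them in more than 1. The choice of test moved the number most, from 173 with Welch's test to 6085 with Student's test. Under limma, with an adjusted p under 0.05 over the kept circRNAs, 656 had a difference between a region and the mean of the others, in either direction.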

By selecting circRNAs that have consistent higher expression level in one area than other areas using the *t*-test method (*p*-value < 0.01), we obtained 488 spatial-specific circRNAs for eight brain areas. Bar plot of eigengene values showed the special enrichment of CB region for the above five close modules (Fig. 3a, and Supplementary Fig. S3d). Expression pattern of other modules showed distinctly high level in one or two samples from different brain areas, which did not exhibit the regular expression pattern. Despite the fact that circRNA expression was more tissue- and cell-type specific than mRNA expression, our finding reflected that there existed circRNAs which possessed consistent and distinct expression patterns for the cerebellum region.

**Fig. 3:**
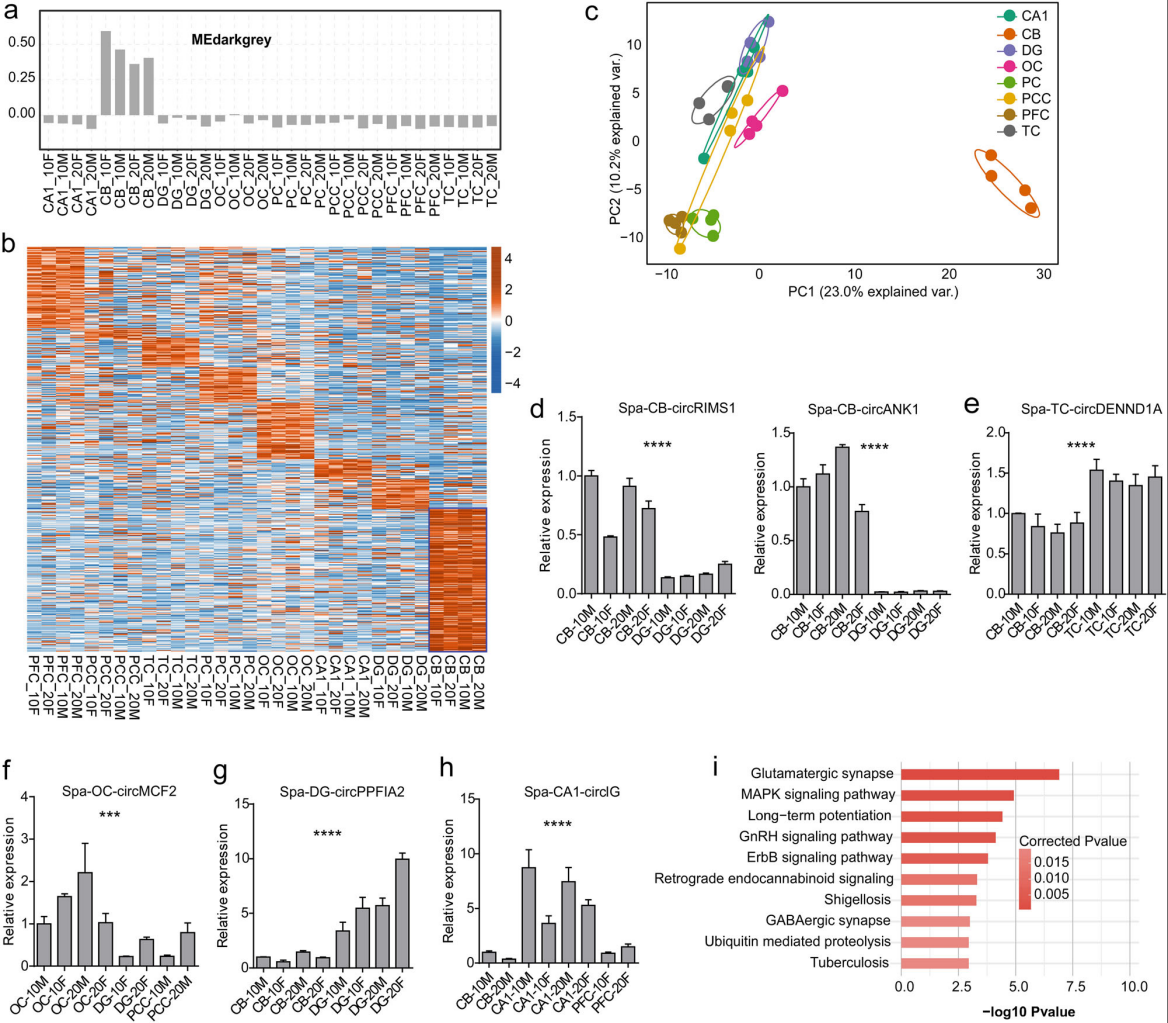
**Cerebellar circRNAs were enriched and distinct from that of other areas.** **a** Bar plot of the eigengene values for the darkgrey module, which exhibited CB enriched expression pattern compared with other samples. **b** Heatmap of spatial-specific circRNA expression level. CircRNAs were sorted by the spatial-specific order from PFC, PCC, TC, PC, OC, CA1, DG, and CB. CircRNAs from CB were prominent with blue frame. **c** PCA plot for the spatial-specific circRNA expression level. CB samples were distinct from other brain regional samples by PC1. **d**, **e** Bar plot presentation for the RT-qPCR results showed three selected circRNAs which were significantly enriched in CB and TC samples (Linear RNA of *GAPDH* was used as internal reference, and relative value of each sample was normalized by the first sample in each panel. *P-value < 0.05; **P-value < 0.01; ***P-value < 0.001; ****P-value < 0.0001, *t*-test. The star number represented the significant degree of expression between the two brain regions in each panel. The same as the following figures). **f**–**h** The same with (**d**) but for enriched circRNAs from OC (left), DG (middle), and CA1 (right). CA1 enriched circRNA came from intergenic region. (**i**) Bar plot of the top 10 enriched KEGG pathways of spatial-specific circRNA host genes

Among them, we found the CB region occupied the most quantitative circRNA numbers (177 enriched circRNAs, 36.27%), and their expression level was consistently high in the four-paired CB samples (blue frame in Fig. 3b). This phenomenon supports the above discovery that circRNAs in CB were abundant and distinct from other regions. Moreover, from another previous study on lncRNAs using the same biological samples, we also obtained the similar results that both lncRNAs and mRNAs from CB was distinct from other regions^40^. 

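In CB 546 circRNAs were higher than elsewhere, 37.7% of those higher in any region, and PC came next with 219. Of the 546, 316 (57.9%) had all 4 CB libraries above the mean of the other regions, and 219 had a value of 0 in at least 1 CB library. Leaving out the 10F pool gave 400 circRNAs for CB. By limma the numbers for CB depended on the setting. Among circRNAs above 0 in at least 16 libraries, 81 were higher and 129 lower. With voom on the recovered reads, 169 were higher and 77 lower. Leaving out one pool gave from 153 higher (without 10M) to 345 higher (without 10F). With all kept circRNAs and all pools, limma had 342 circRNAs higher and 114 lower in CB. The circRNA of MDGA1 (chromosome 4, 37431099 to 37433325, exonic) had the lowest limma p among those higher, with 85.8 ± 45.9 TPM (SD, n = 4) in CB and 0.460 ± 1.99 (SD, n = 28) elsewhere, a log2 difference of 4.91 (adjusted p = 3.2e-11 from limma). Next were a circRNA of ENSMMUG00000005740 (chromosome 1, 57972835 to 57983050), an intergenic one on chromosome 8 (54758668 to 54764464), one of FGFR1 (chromosome 8, 38917171 to 38917349) and an intergenic one on chromosome 3 (943243 to 945636), with log2 differences of 3.45, 4.02, 4.37 and 3.26. Among those lower in CB, the circRNA of PRSS12 (chromosome 5, 111177622 to 111184194) came first. It was 0 in all 4 CB libraries and 215 ± 257 TPM (SD, n = 28) elsewhere. The circRNA of GRM5 (chromosome 14, 87045012 to 87045261) was likewise 0 in CB and 120 ± 68.7 TPM (SD, n = 28) elsewhere, and that of ROBO2 (chromosome 2, 1573171 to 1573497) was 20.5 ± 24.5 TPM (SD, n = 4) in CB and 421 ± 191 elsewhere.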

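Of the 456 circRNAs with a CB difference by limma, 292 had the same direction in each of the 4 pools. The median ratio of the CB mean to the mean elsewhere was 6.58 over the 546 circRNAs called by the exact test, leaving out 6 that were 0 elsewhere. With reads divided by size factors and a one-sided Welch's test, a setting chosen after seeing the values, all 177 circRNAs called for CB had its 4 libraries above the mean elsewhere and 0 had a value of 0 there, with a median ratio of 3.55. In both settings the circRNAs were called on these same libraries. CB had the highest number in every setting except Student's test, where PCC had 1158 and CB 922, and Welch's test, where PC had 41 and CB 40. From the number of circRNAs higher in CB and their level in its samples, the paper reasons that circRNAs of CB are abundant and set apart from those of other regions.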

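CA1 had 125 circRNAs that were higher there by the exact test and DG had 91, in sum 216, or 14.9% of the distinct circRNAs. Without the 20F pool the sum was 222, and without the 10F pool 99.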

Spatial-specific circRNA groups of hippocampus regions (CA1 and DG, total 64, 13.11%) were the smallest circRNA sets compared with cerebellum and cerebral cortex (Fig. 3b). 

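Among the 5 neocortical regions, PC had 219, TC 178, PCC 124, PFC 92 and OC 77 circRNAs that were higher there by the exact test, 690 in sum. The order depended on the scale of the values. After every library was brought to the same total, PFC had 207 and PC 199, and PCC had the fewest with 84. By limma PC had 63, TC 32, OC 31, PFC 23 and PCC 15 higher circRNAs. These numbers and their order also changed with the setting. Without the 5 libraries with over 95% clean reads, PC had 237 and PFC 111. With voom on the recovered reads, PC had 6, PFC 5, PCC 1, TC 0 and OC 0 higher. PC then had 118 and PFC 117 lower circRNAs.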

The spatial-specific circRNAs number from each neocortical region varied mildly from 13 to 98. PCA method was performed to assess the spatial expression patterns of these circRNAs. 

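On log2 values of the 1447 circRNAs higher in a region, with a pseudocount of 2.455 TPM and each circRNA centred and scaled, the first component held 16.0% and the second 8.31% of the variance. The 4 CB libraries scored between 32.6 (CB_20F) and 41.2 (CB_10F) on the first component. The other 28 scored between -10.4 and 3.89, the highest being OC_20M. The circRNAs had been chosen for a region difference and CB had most of them. On all 17050 kept circRNAs, the first component held 9.17% of the variance and CB was not apart on it. CB scored between 9.14 and 15.8 there, and DG_10F scored 14.8. The lowest score was -214, PCC_20F was the most extreme library, and the scores went with the number of circRNAs found (rho = -0.715). A component taken up by this cannot show whether CB is apart in another direction. The second component, with 8.67% of the variance, was not examined for CB.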

As shown in Fig. 3c, CB was also dramatically separated from all other regions, and other region samples exhibited similar pattern on the first principal component (PC1). 

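Supplementary Table S3 lists the positions of 35 candidates for a region, all of them in the filtered set. For 34 the mean was higher in the listed region than elsewhere, and 15 passed the exact test at p under 0.01. All 6 CB candidates passed. The circRNA of ANK1 (chromosome 8, 42216486 to 42217006, in an intron) had 2889 ± 1582 TPM (SD, n = 4) in CB and 193 ± 133 (SD, n = 28) elsewhere, and that of RIMS1 (chromosome 4, 68575807 to 68582219, in an intron) had 129 ± 60.6 against 7.74 ± 12.7 TPM. The exact permutation p was 2.8e-05 for both, the smallest the design allows. The circRNA of DENND1A (chromosome 15, 11988703 to 12000406) had 1476 ± 328 TPM (SD, n = 4) in TC and 615 ± 347 elsewhere (exact permutation p = 0.00025). That of MCF2 (chromosome X, 137768657 to 137769056) had 18.8 ± 6.19 TPM in OC and 0.768 ± 2.34 elsewhere, and that of PPFIA2 (chromosome 11, 78405303 to 78425565) had 310 ± 266 TPM in DG and 42.1 ± 49.0 elsewhere. For PPFIA2, DG_10F had 691.85 TPM and the other DG libraries 99.27 to 286.3. The intergenic CA1 candidate on chromosome 15 (55941729 to 55943892) had 162 ± 123 TPM in CA1 and 30.8 ± 47.3 elsewhere. Within CA1, CA1_10M had 338.32 TPM and the other libraries 70.6 to 152.34. None of the 5 PFC and 3 PCC candidates passed.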

To independently test these results, we selected tens of spatial-specific circRNA candidates with different expression levels. For five CB specific circRNAs, all of them were validated to be expressed higher in CB (Fig. 3d, and Supplementary Fig. S3e1-3). We also validated specific circRNAs from other brain areas. For example, circDENND1A (*p* = 0.05) for TC area (Fig. 3e); circMCF2 (*p* = 0.01), circCD99L2 (*p* = 0.04), circSMAD5 (*p* = 0.04), and circCAMK1 (*p* = 0.01) for OC area (Fig. 3f, and Supplementary Fig. Sf1-3); circMERTK (*p* = 0.05), and circGABRA4 (*p* = 0.03) for PC area (Supplementary Fig. S3g1-2); circPPFIA2 (*p* = 0.03) for DG area (Fig. 3g) and an intergenic circIG (*p* = 0.02) for CA1 area (Fig. 3h). This solid validation supports the conclusion that spatial-specific circRNA expression pattern exists in the macaque brain samples. We also analyzed the function of host genes for spatial-specific circRNAs. Enriched KEGG pathways for all spatial-related circRNA host genes were performed. Compared with the total circRNA host genes (Supplementary Fig. S2b), spatial-specific circRNAs yielded functional pathways more related to various signaling pathways related to brain development and function (Fig. 3i). Spatial classification of circRNAs revealed that plentiful circRNAs which were originated from the brain function-related host genes were distinctly expressed in the cerebral cortices.

### A sex-related circRNA expression found in rhesus macaque brain

From previous studies, sex-biased expression of protein coding genes has been reported in human brain^43,44^, but the sex-biased expression pattern for circRNA has not been reported. To further explore the impact of specificity of circRNA regulation, we screened sex-specific circRNAs from a different aspect regardless of the spatial and age regulation. By statistically identifying circRNAs differentially expressed between all male and female brain samples, a total of 468 sex-biased circRNAs containing 194 female-biased and 274 male-biased were obtained (Fig. 4a). 

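With a two-sided t-test with equal variances on 16 male against 16 female libraries, 502 of the 17050 kept circRNAs had p under 0.05, 303 higher in males and 199 higher in females. In 198 random splits of the libraries into 16 against 16 the same test had a median of 386. None had a Benjamini-Hochberg adjusted p under 0.05, and the smallest was 0.704. On log2 values 714 circRNAs had p under 0.05. By limma on log2 values with region and age as covariates, none had an adjusted p under 0.05 and 906 had an unadjusted p under 0.05. The 10-year-old and the 20-year-old animals were independent comparisons of a male with a female pool. The rank correlation of their log2 differences was 0.00588 over the kept circRNAs (jackknife error over regions 0.0168), and circRNAs are not independent replicates.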

A little more sex-biased circRNAs were detected by permutation test (Supplementary Fig. S4a). 

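By a two-sided permutation test of the difference in means, with 100000 draws of 16 of the 32 libraries, 592 circRNAs had p under 0.05. Of these, 463 (78.2%) were also called by the t-test in the same direction. The draws treat the libraries of a pool as independent.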

Highly overlapped circRNAs implied the consistent sex-biased circRNA results. Although no sex-biased circRNAs were detected from the Y chromosome, a larger fraction (58.54%) of male-biased circRNAs was detected, which was consistent with previous findings of mRNAs from human^43^. 

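No circRNA in the table lay on chromosome Y. Males had 60.4% of the 502 sex-biased circRNAs. Leaving out a region moved this share between 50.2% without CB and 73.7% without PCC. By an exact permutation test within one age, males had 170 and females 160 of 330 circRNAs at 10 years, and 244 and 100 of 344 at 20 years. The split of the pools that follows neither age nor sex, 10F and 20M against 10M and 20F, gave 466 circRNAs with p under 0.05, of which 64.2% were on the side of 10F and 20M. This split is also the contrast of an age difference that is opposite in the sexes, so it does not separate that from differences between single pools. The paper sets the larger male-biased share beside findings on human mRNAs.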

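Chromosome X held 356 of the kept circRNAs (2.09%) and 6 of the sex-biased ones (1.20%), 4 of them higher in males and 2 in females. Sex-biased circRNAs made up 1.69% of the kept circRNAs on X and 2.97% of those elsewhere, an odds ratio of 0.56 (two-sided Fisher's exact test, p = 0.202).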

We observed more male-biased circRNAs (four circRNAs) were found from X chromosome than that from female (two circRNAs), but the total percentage of sex-biased circRNAs from X chromosome showed no enrichment (Fig. 4b). 

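CD99 (ENSMMUG00000018687, chromosome X) gave 3 kept circRNAs. The exonic one from 339146 to 343888 had 14.6 ± 18.1 TPM (SD, n = 16) in males and 1.09 ± 2.37 TPM in females, and was found in 9 male and 3 female libraries (permutation p = 0.0021, limma adjusted p = 0.611). Its mean was 17.6 TPM in the 10M pool and 11.7 TPM in 20M. The others, from 334425 to 356224 and from 343775 to 356224, were found in 3 and 4 libraries, with permutation p of 1 and 0.473.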

The circCD99, whose host gene CD99 was validated as male specific from Weickert et al.^44^, was also calculated as male specific from X chromosome (Fig. 4c). The similar male-biased expression patterns were found from circPREX1 and circTSPAN15 (Supplementary Fig. S4b-c), whose host genes were treated as male specific by Kang et al.^43^. 

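PREX1 (ENSMMUG00000015072, chromosome 10) gave 7 kept circRNAs, and 1 of them passed the t-test. That one, from 15739190 to 15756561, had 5.58 ± 9.98 TPM (SD, n = 16) in males and was 0 in all females. It was found in 5 libraries, every one from the 20M pool (permutation p = 0.0442). The intronic one from 15817183 to 15817831 had 6.98 ± 15.7 TPM in males and 0.370 ± 1.48 in females (permutation p = 0.0395), with 83.5% of its total in the 20M pool. Without DG_20M, at 61.49 TPM, the male mean was 3.34 (permutation p = 0.0642). TSPAN15 (ENSMMUG00000015314, chromosome 9) gave 2. The one from 67540648 to 67542170 had 33.2 ± 51.4 TPM in males and 12.1 ± 41.8 in females (permutation p = 0.199). One female library, CB_10F, had 168.49 TPM, and without it the female mean was 1.64 (permutation p = 0.0112, computed after seeing the values).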

We further validated several circRNAs showing sex-biased expression pattern. For example, circEFCAB2 was for male-biased expression pattern, circPCTP and circZNF484 were for female-biased pattern (Fig. 4d, e, and Supplementary Fig. S4d). 

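Of the 12 sex candidates in Supplementary Table S3, all 12 had their higher mean in the listed sex and 9 had p under 0.05 by the t-test. The intronic circRNA of EFCAB2 (chromosome 1, 211990748 to 211992270) had 27.3 ± 29.2 TPM (SD, n = 16) in males and 7.13 ± 23.9 in females (permutation p = 0.0404), where DG_10F had 96.26 and the mean without it was 1.19. That of PCTP (chromosome 16, 40017119 to 40021014, in an intron) was found in 9 female and no male libraries, at 10.5 ± 12.2 TPM in females (permutation p = 0.00082). That of ZNF484 (chromosome 15, 110076741 to 110077249, exonic) had 121 ± 92.3 TPM in females and 45.2 ± 31.2 in males (permutation p = 0.00079). Their adjusted p from limma were 0.626, 0.250 and 0.621. TSPAN15, QKI and ARHGAP6 had candidates that did not pass.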

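Over the 20 autosomes and X, the number of sex-biased circRNAs rose with chromosome length, taken as the last circRNA end on each, with r = 0.604 (permutation p = 0.00288) and rho = 0.548 (p = 0.0112). Without chromosomes 1 and 19, the farthest in length, r was 0.468. The number of kept circRNAs on a chromosome also went with its length (r = 0.739) and with the sex-biased number (r = 0.896). The percent of kept circRNAs that were sex-biased had r = -0.255 with length (p = 0.262).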

Sex-biased circRNA number in each chromosome exhibited moderately positive correlation with the chromosome length (*R* = 0.345, Fig. 4f). The positive correlation and the consistent bias with host mRNAs of sex-specific feature indicated that sex-specific circRNAs showed no allosome bias and may be influenced by their host linear RNAs. We then analyzed the expression pattern of host genes of these sex-specific circRNAs. However, spatial factor was more pronounced than the sex factor for these genes (Supplementary Fig. S4e), implying the distinct expression patterns of circRNAs and their host genes. To investigate the functional identity of circRNAs in their sex-biased features, functional enrichment analysis of host mRNA genes with each of the sex-related circRNA was performed to allow us to further annotate these circRNAs. From the biological process (BP) term of the GO database, several terms related to the signal transduction, protein modification and transport were significant enriched compared with the background, relating to various physiological and pathological states of primate brain in a sex-biased manner (Supplementary Fig. S4f). Cellular component (CC) terms from GO database revealed that host genes of these circRNAs were mainly distributed in cytoplasm, nucleoplasm microtubule, synapse, postsynaptic membrane, and density (Supplementary Fig. S4g). KEGG pathways were also obtained for all host genes of sex-biased circRNAs, which yielded distinct functional pathways including RNA degradation, Ubiquitin mediated proteolysis, Bacterial invasion of epithelial cells, Fc gamma R-mediated phagocytosis, related to various physiological and pathological states of primate brain in a sex-biased manner (Supplementary Fig. S4h).

**Fig. 4:**
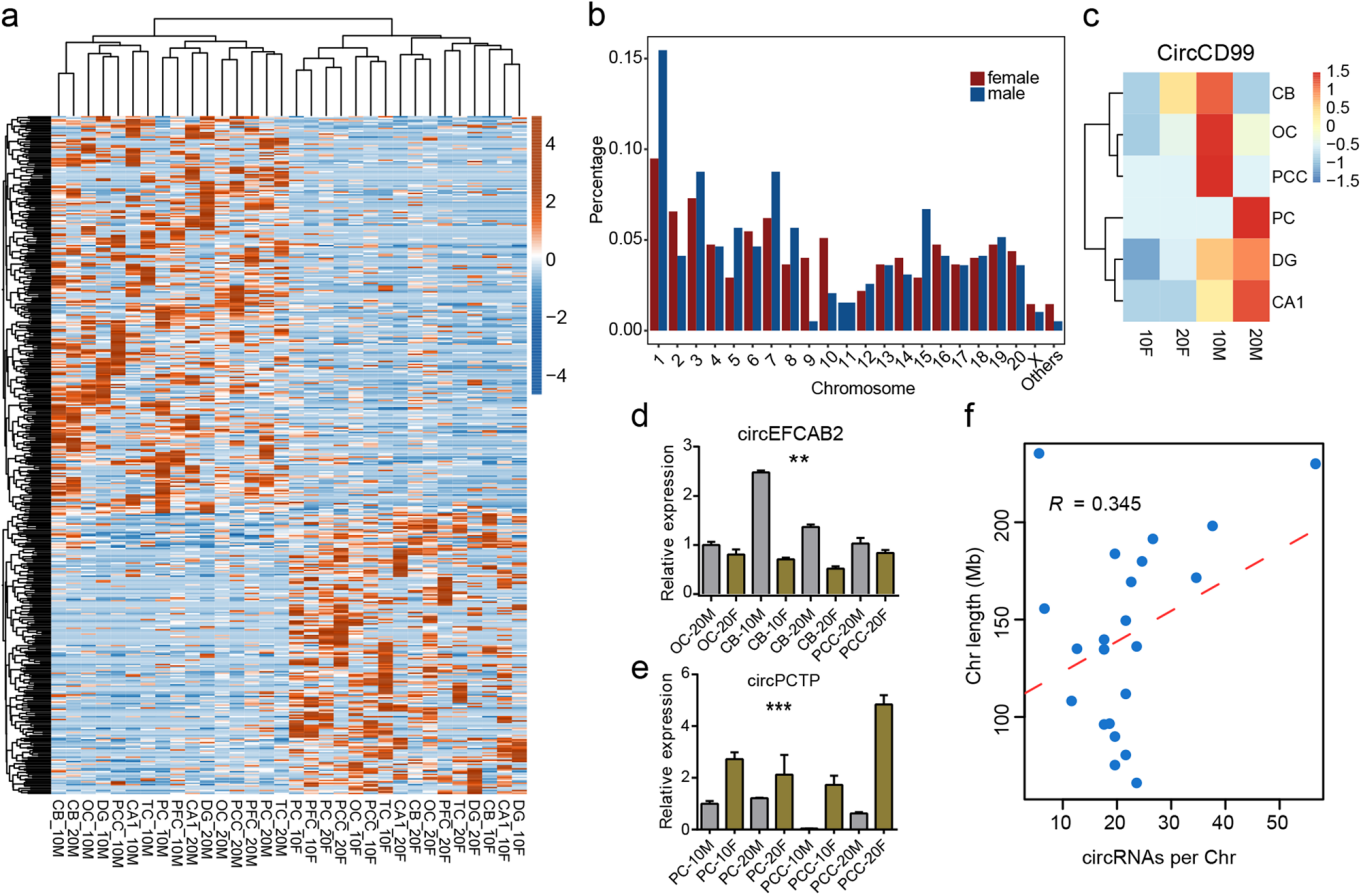
**Sex-biased circRNA analysis showed more male-biased circRNAs**. **a** Clustering heatmap of sex-biased circRNA expression levels. Top-left circRNAs were male-biased circRNAs, and bottom-right circRNAs were female-biased circRNAs. **b** Bar plot of the sex-biased circRNAs number from each chromosome. **c** Clustering heatmap of the circCD99 expression level, showing the male-biased pattern. **d**, **e** Bar plot presentation for the RT-qPCR results showed the male-biased circEFCAB2 (top panel, three brain areas) and female-biased circPCTP (bottom panel, two brain areas). The star number represents the significant degree of the expression between male (M) and female (F) samples, which were distinguished by different colors. The star numbers have the same meaning as shown in Fig. 3d, e. **f** Dot plot represents the positive relationship between sex-biased circRNA number and chromosome length (Mb). “*R*” was the Pearson correlation coefficient. Dashed red line was the regression line

### Age-related accumulation of circRNAs in the eaged rhesus monkey brain

Given that the high abundance of circRNAs in the mammalian brain^30^, the increasing expression level during aging in fruit fly central nerve system^21^ and photoreceptors^45^, and the global age-accumulation in *C. elegans*^46^ and mouse brain^21,32^. However, decreasing expression pattern of circRNAs during aging was also validated in monkey skeletal muscle^33^, which has similar aging points with our study. Therefore, we asked whether the dynamics expression pattern of circRNAs in primate is associated with aging-related changes in brain function and structures. We screened aging-related circRNAs from the aspect regardless of the sex and spatial regulation. We also used *t*-test method to identify circRNAs differentially expressed between 10 years and 20 years brain samples. 

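The same two-sided t-test on 16 libraries at 20 years against 16 at 10 years gave 507 circRNAs with p under 0.05, 260 higher at 20 years and 247 higher at 10 years. None had a Benjamini-Hochberg adjusted p under 0.05, and the smallest was 0.348. On log2 values 3 circRNAs had an adjusted p under 0.05, the smallest at 0.0182, and the number with p under 0.05 was 711. Without the 5 libraries with over 95% clean reads it was 418, with 263 higher at 20 years and 155 at 10 years, and 259 of the 507 were called again. Leaving out a region moved the share of calls higher at 20 years from 51.3% to between 43.4% without OC and 57.0% without PFC. After rescaling every library to the same total, 323 were higher at 20 years and 237 at 10 years. With an exact permutation test, females alone gave 364 circRNAs, 130 higher at 20 years and 234 at 10 years, and males alone gave 338, with 221 and 117. By limma with region and sex as covariates, 5 circRNAs had an adjusted p under 0.05, with 1 to 14 over the alternatives. The interaction of age with sex, which parts the pools as 10F and 20M against 10M and 20F, had 8. The number 5 therefore does not tell an age difference from differences between single pools. An intergenic circRNA on chromosome 6 (11754121 to 11754437) had 45.5 ± 29.7 TPM (SD, n = 16) at 20 years and 7.42 ± 14.8 at 10 years (limma log2 difference 2.92, adjusted p = 0.000873), and was higher at 20 years in 15 of 16 pairs of the same region and sex. Without PC_10M, at 49.47 TPM, its 10-year mean was 4.62. Those of CRYL1 (chromosome 17, 1079593 to 1155198) and ZNF483 (chromosome 15, 24640063 to 24651413) and an intergenic one on chromosome 2 (152000637 to 152019786) were higher at 20 years too, with log2 differences of 2.21, 2.09 and 2.29. That of FAM172A (chromosome 6, 90275747 to 90278232) had 59.0 ± 59.3 TPM at 20 years and 167 ± 102 at 10 years (limma adjusted p = 0.0313).

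**Figure D2:**
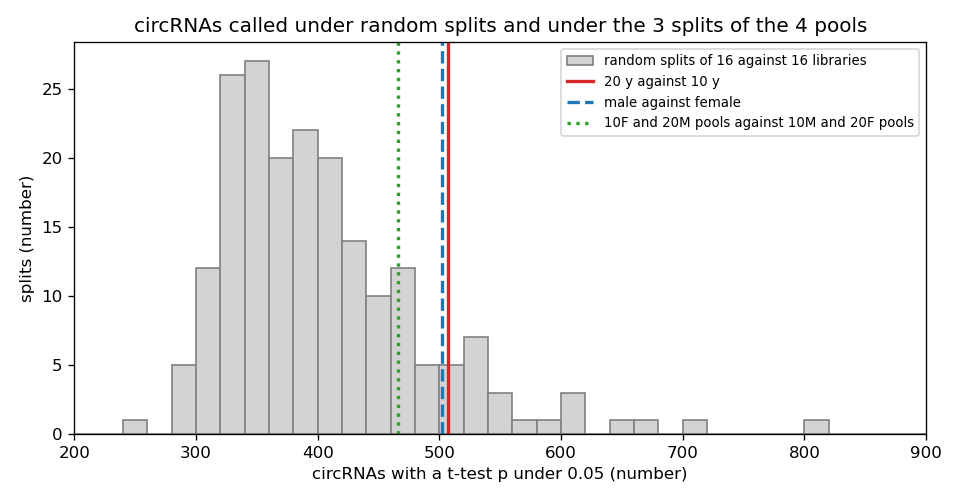
Number of circRNAs with a t-test p under 0.05 in random splits of the 32 libraries into 16 against 16 (grey bars, number of splits) and in the 3 ways to part the 4 pools (lines). Age gives 507, sex 502 and the split that follows neither 466, and the 198 random splits run from 253 to 813.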

A total of 475 age-biased circRNAs, containing 272 20-year specific and 203 10-year specific, were found during brain aging (Fig. 5a). 579 age-biased circRNAs were detected by permutation test (*p*-value < 0.05), showing a highly overlapping ratio (79%, 457/579) with *t*-test result (Fig. 5b). 

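The permutation test gave 611 age-related circRNAs with p under 0.05, 303 higher at 20 years and 308 higher at 10 years. Of these, 469 (76.8%) were called by the t-test in the same direction, which is 92.5% of the t-test's calls.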

Volcano plot of all the circRNAs also showed a globally biased expression toward the 20 y macaque brains, showing that 9631 (56.49%) were higher expressed (|log_2_ Fold Change| > 0) in the 20 y while 7419 (43.51%) in the 10 y samples (Fig. 5c), although most of them did not reached a significance. 

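The mean was higher at 20 years for 9407 kept circRNAs and at 10 years for 7641, a share of 55.2% with a jackknife error over regions of 4.48. Without PCC the share was 50.8%. Among the 3150 circRNAs found in at least 16 libraries, 1335 (42.4%) were higher at 20 years. Without the 5 libraries with over 95% clean reads, 44.9% of those with unequal means were. The share was 45.6% among circRNAs kept for at least 2 regions and 64.5% among those kept only for 30 reads in total. From the share higher at 20 years and the age-related circRNAs, the paper states that circRNA expression rose during aging, and notes that most circRNAs did not reach significance.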

From the above result, more aging specific circRNAs were observed in the 20 years samples compared with the 10 years sample, illustrating that circRNA expression level increased during aging. 

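At p under 0.01, 73 circRNAs differed between the ages, 35 higher at 20 years and 38 higher at 10 years. Welch's test gave 57 at this threshold and the paired test 83.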

Meanwhile, only 73 age-related circRNAs were found by strict criteria (*p*-value < 0.01). This phenomenon indicated that a few circRNAs exhibited consistent age-related characters across all brain regions. This finding was consistent with previous finding from fruit fly^21^ and mouse^32^ brain regions, but inconsistent with that from monkey muscle tissue^33^, implying the distinctly age-related functions of circRNAs in brain regions.

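Of the 73 circRNAs, 21 (28.8%) had the same direction in all 8 regions and 69 (94.5%) in at least 6. Of the 507 at the weaker threshold, 47 (9.27%) had the same direction in all 8. The circRNAs were chosen on the same libraries, so these shares are not independent of the choice. The rank correlation of the age difference in females with that in males was 0.00544 over all kept circRNAs, with a jackknife error of 0.0184.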

**Fig. 5:**
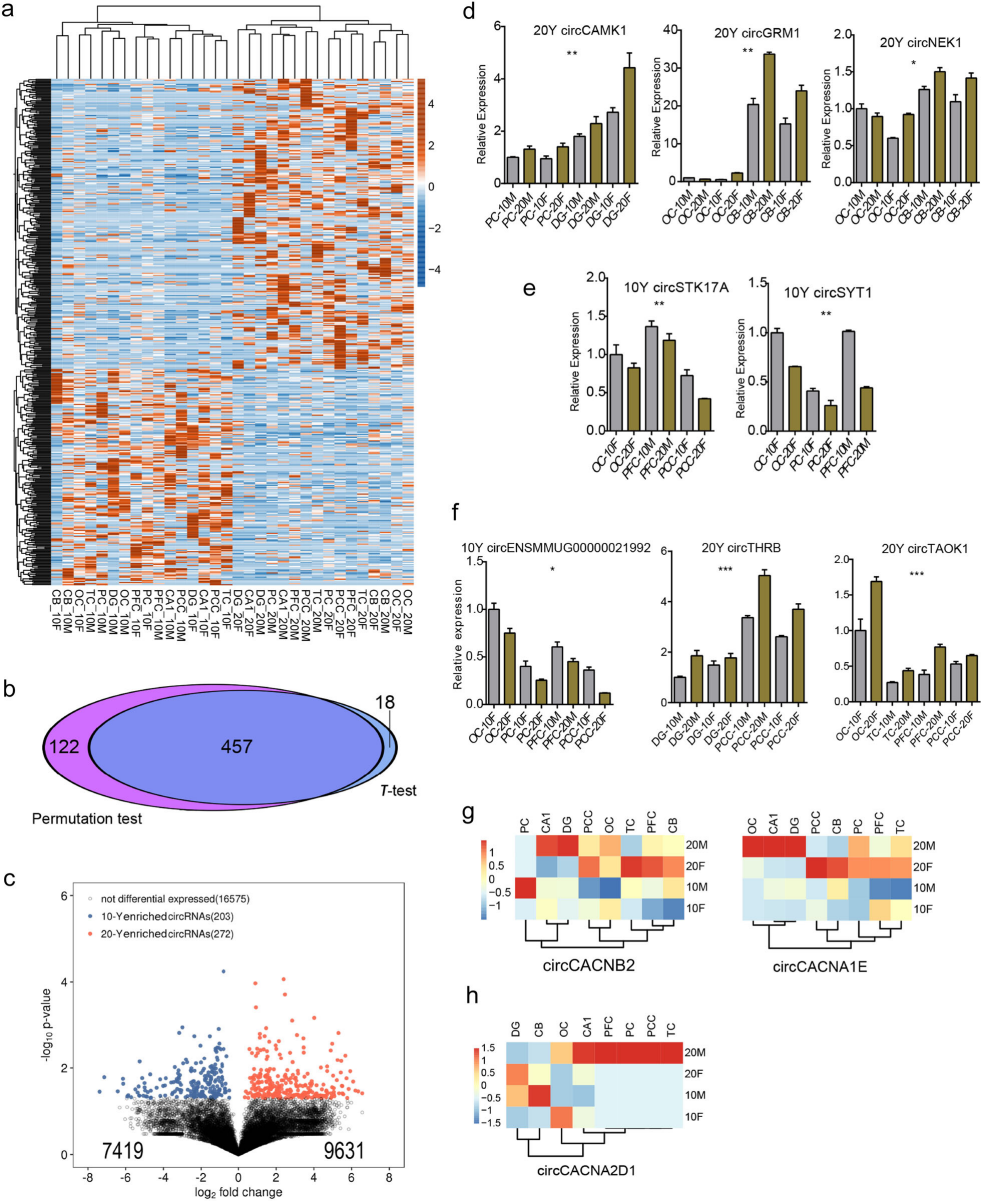
**Characteristics of age-related circRNAs was identified in macaque brain.** **a** Clustering heatmap of aging-related circRNA expression levels. Top-left represents highly expressed circRNAs at 10-year-old, and bottom-right represents highly expressed circRNAs at 20-year-old. **b** Venn diagram showing the overlapping result of aging-biased circRNAs detected by permutation test and *t*-test. **c** Volcano plot representing the fold changes and significant *p*-values between 10 y and 20 y samples. Blue and Red dots represent circRNAs significantly more expressed in the 10 y and 20 y samples (*p*-value < 0.05), respectively. The numbers in the bottom indicate all circRNAs more expressed in 10 y (7419) and 20 y (9631) samples, (|log2 Fold Change| > 0). **d** Bar plot presentation for the RT-qPCR results showed three age-biased (20 y biased) circRNAs. Four brain regions were selected to perform the experiment. The star number represents the significant degree of the expression difference between 10 y and 20 y samples distinguished by different colors. It is the same as in (**d**) and (**e**). The star numbers have the same meaning as shown in Fig. 3d, e. **e** Bar plot presentation for the RT-qPCR results showed two age-biased (10 y enriched) circRNAs. Four brain regions were selected to perform the experiment. **f** Bar plot presentation for the RT-qPCR results showed three age-biased circRNAs closing to the threshold. Six brain regions were selected to perform the experiment. **g**, **h** Clustering heatmaps of circCACNB2, circCACNA1E, and circCACNA2D1 expression level variations were determined during aging, which showed increased expression in 20 y

We then selected several circRNAs to validate the age-related characters by performing RT-qPCR experiment. 

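Supplementary Table S3 lists 23 age candidates. For 21 the higher mean was at the listed age, and 12 had p under 0.05 by the t-test. The paper states that some circRNAs tested by RT-qPCR for age were only near its threshold, so not every candidate was given as passing. The circRNA of NEK1 (chromosome 5, 161637121 to 161653176) had 48.5 ± 37.8 TPM (SD, n = 16) at 20 years and 18.0 ± 18.7 at 10 years (permutation p = 0.00399). That of LATS1 (chromosome 4, 113612077 to 113612563) had 31.4 ± 20.1 against 12.1 ± 14.0 TPM (permutation p = 0.00291, limma adjusted p = 0.205). That of EPHA5 (chromosome 5, 63978069 to 63993895) had 1.60 ± 3.14 TPM at 20 years and 12.7 ± 15.7 at 10 years (permutation p = 0.00432). Without PC_20F, at 10.37 TPM, its 20-year mean was 1.02. That of MAP3K9 (chromosome 7, 133851636 to 133851816) had 126 ± 77.4 and 130 ± 96.8 TPM (permutation p = 0.896).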

CircCAMK1, circGRM1, and circNEK1 showed 20-year-specific pattern by RT-qPCR (Fig. 5d). CircSTK17A and circSYT1 showed 10-year-specific patterns (Fig. 5e). We also selected some circRNAs that did not meet the threshold (*p*-value < 0.05) but were close to the threshold for RT-qPCR validation. One and six candidate circRNAs were further validated for 10- and 20-year-old specific circRNAs, respectively. Figure 5f exhibited three circRNAs of them for presentation. We then investigated expression level of circRNAs whose host genes were voltage-gated calcium channel superfamily that are involved a variety of calcium-dependent signaling, including synaptic plasticity, muscle contraction, hormone or neurotransmitter release, and gene expression. CACNB2, CACNA1E, and CACNA2D1 were members of the superfamily. 

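The circRNA of CACNA2D1 listed in Supplementary Table S3 (host gene ID ENSMMUG00000030244, chromosome 3, 134908228 to 134923364, exonic) had 7.83 ± 11.8 TPM (SD, n = 16) at 20 years and was 0 in all 10-year-old libraries (permutation p = 0.00645). It was found in 7 libraries, with 65.3% of its total in the 20M pool. That of CACNA1E (ENSMMUG00000014498, chromosome 1, 189113029 to 189116190) had 10.3 ± 11.0 TPM at 20 years and 4.89 ± 7.18 at 10 years (permutation p = 0.104). CACNB2 (ENSMMUG00000007445, chromosome 9) gave 11 kept circRNAs, none with p under 0.05 by the t-test. The one in most libraries, from 18827260 to 18836161, had 15.7 ± 20.1 TPM at 20 years and 15.0 ± 14.4 at 10 years (permutation p = 0.902). The one from 18798169 to 18800695 had a mean of 10.1 TPM at 20 years and 0.936 at 10 years. Without PFC_20F, at 101.06 TPM, its 20-year mean was 4.02 (permutation p = 0.0721). The one from 18834346 to 18836161 had means of 8.26 and 3.17 TPM. Higher at 10 years was the one from 18444043 to 18464450, with means of 0.974 TPM at 20 years and 5.23 at 10 years. The one from 18806110 to 18818657 was 0 at 20 years and 8.05 ± 15.8 TPM at 10 years (permutation p = 0.00685), with a mean of 4.85 at 10 years without CB_10F.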

Surprisingly, all CACNB2-, CACNA1E-, and CACNA2D1*-*derived circCACNB2, circCACNA1E, and circCACNA2D1 showed higher expression level in the 20 y than that of 10 y (Fig. 5g). This overall changes in circRNA expression during aging indicates that circularization is not only accompanying anatomical structure commitment, but is also likely important for deregulated brain function during aging, because many circRNAs are down- or upregulated at the time points of brain aging

### Differential correlations between age-related circRNA and host mRNA expression

While previous studies suggest that relative levels of circRNAs and linear transcripts from the same gene can differ between cell types as well as neuronal differentiation due to their differential degradation and/or production^24,30^. To assess this phenomenon in primate brain during aging, we calculated the Pearson correlation coefficients (PCCs) between circRNAs and their host mRNA expression. The linear mRNA transcriptional data were extracted from ours another study^40^ using poly(A)-enriched RNA-seq method with the same biological samples (see methods). After filtering, we observed that 961 circRNAs-mRNA pairs (19.6%) were correlated at a threshold of absolute 0.3 PCC (Fig. 6a, green and red dots), including 797 positive and 164 negative correlated pairs. From the total pairs between circRNAs and host genes in Fig. 6a, positive correlation pairs were dominant. Consistent with the previous studies, our data revealed that overall, most circRNAs (~80%) expression have no significant correlation coefficient with their host mRNAs. However, 20% of the positive and negative correlation between circRNAs and their host transcripts indicates the prevalence of the cooperative and competition expression relationship between macaque brain circRNAs and host mRNAs.

**Fig. 6:**
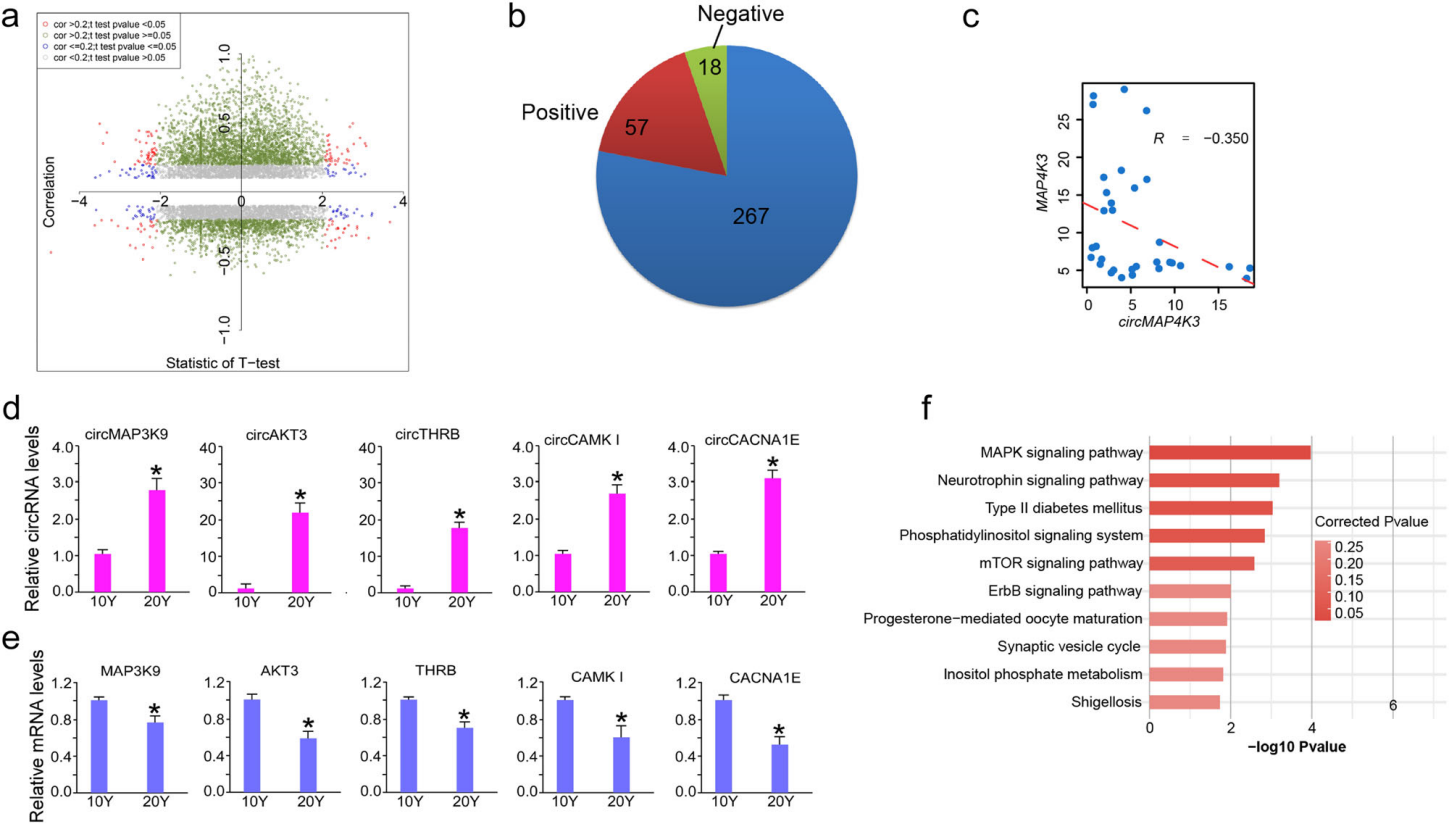
**Age-related circRNAs showed correlation with host mRNA production**. **a** Dot plot representation of the relationship between age-related circRNA expression pattern and correlation with host mRNAs for all circRNAs in PCC. X axis represents the *t*-statistics value between 10 y and 20 y samples; Y axis represents the correlation coefficients between circRNAs and host genes. **b** Pie chart showing the percentage of circRNAs that were correlated with host mRNAs among the aging-related circRNAs. CircRNAs correlated with host mRNAs were separated as positive and negative correlation parts. **c** Dot plot represents the negative relationship between circRNA and host mRNA expression. CircMAP4K3 were chosen as examples. “*R*” was the Pearson correlation coefficient. Dashed red line was the regression line. **d**, **e** Total RNAs were extracted from frozen 10 y and 20 y macaque hippocampal tissues, and performed quantitative RT-qPCR for validation age-related circRNAs, and their host mRNA expression. Data are presented as mean ± SD, *n* = 3 technical replicates. *p < 0.05, unpaired *t* test. *GAPDH* was used as the internal reference. **f** Bar plot of top 10 KEGG pathways for the circRNA host genes which were correlated with circRNAs

We then investigated the relationship between the aging-related circRNAs and their host mRNA. Out of the 342 aging-related host genes, 75 was also found in the correlated pairs (*p*-value = 0.034, hypergeometric test, Fig. 6b). Noticeably, despite 57 out of the 75 showing e positive correlation, we also found 18 negative correlated pairs. This result is correlated with the total phenomenon that circRNAs were more probably positively correlated with host transcripts. Negative correlation pairs could be regard as the competition relationship between circRNAs and host genes. We showed that circMAP4K3 and its host mRNA pairs were the competition relationship as examples (Fig. 6c). We further validated age-related circRNAs, cicrMAP3K9, cicrAKT3, cicrTHRB, cicrCAMK1, cicrCACNA1E, and their host mRNA expression in rhesus macaque hippocampal tissues of 10 y and 20 y, showing that changes in circRNA expression inferred from sequencing data overall correlate with qPCR measurement (Fig. 6d, e). To identify function of circRNAs showing correlated expression with host mRNA genes, we analyzed enriched GO terms and KEGG pathways obtained from all mRNA genes correlated with circRNAs. Several clusters yielded distinct functional pathways related to various physiological and pathological states including MAPK signaling pathway, neurotrophin signaling pathway, Type II diabetes mellitus, Phosphatidylinositol signaling system, mTOR signaling pathway, ErbB signaling pathway, Synaptic vesicle cycle (Fig. 6f).

### Upregulation of calcium channel gene-derived circRNAs found in the aged brain

Brain aging was attributed to many dysfunction of brain including loss of calcium homeostasis and synaptic plasticity^4,47,48^. To get a view of whether age-related circRNAs are devoted in some way to contribute to the neurobiology of aging, we selected 41 circRNAs containing 7 calcium signaling, 16 receptors, 18 protein kinase host genes (Supplementary Fig. S5a). Then we screened these circRNAs from aged-related circRNAs identified from the above part (*t*-test, *p*-value < 0.05). 

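The 41 names of Supplementary Fig. S5a stand for 40 host genes, and each of the 41 had a kept circRNA. For 20 names (48.8%) the host gene had at least 1 circRNA with p under 0.05 for age by the t-test. These host genes had 237 kept circRNAs, of which 22 (9.28%) passed, 12 higher at 20 years and 10 at 10 years. No enrichment was tested, since the paper does not state whether the list was drawn up independently of these libraries.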

Strikingly, 30 of these circRNAs (73.17%, *p*-value = 2.14e−38, hypergeometric test) were found from the age-related circRNAs (*p*-value < 0.05) and all of them showed age-biased expression pattern. We then analyzed the correlation between these age-related circRNAs and their host mRNA expression using our previous RNA-seq data (Supplementary Fig. S5b)^40^. Eleven circRNAs (circCACNA1E, circMAP2K5, circERBB4, circLATS1, circGABBR2, circBMPR2, circGRIA1, circCACNA2D1, circMASTL, circMAPK1, and circCACNB2) were overlapped, including 9 negative correlated and 2 positive correlated.

Brain aging leads to a decrease in several voltage operated calcium channel (VOC) mRNA expression^49,50^. Due to the important function of voltage-gated calcium channels in the maintenance of calcium homeostasis and signal transmission of neuron cells^51^, we decided to examine whether increased expression levels of two age-related calcium channel gene-derived circCACNA2D1 and circCACNA1E were associated with the decreases of their host calcium channel (VOC) mRNA expression over the aging states. First, using northern blot on the basis of hybridization with specific circRNA junction site-targeting probes we examined two highly abundant circRNAs in the brain, circCACNA2D1 (L-type Ca^2+^ channel gene) and circCACNA1E (R-type Ca^2+^ channel gene) expression in macaque hippocampal CA1. Strikingly, both of them showed significant increases in the 20 y samples (Fig. 7a, b). Next, using BASEScope (circRNA-specific in situ hybridization) with circRNA junction site-targeting probes we further verified the increased expression levels of circCACNA2D1 and circCACNA1E in macaque brains of 20 y compared to that of 10 y (Fig. 7c–g, and Supplementary Fig. S6). We further examined circCACNA2D1, circCACNA1E and their host mRNA expression in the frozen PFC, CA1 and DG tissues from 10 y and 20 y rhesus macaque postmortem brains. Indeed, in consistent with BASEScope results, the data of qPCR revealed a negative correlation between the two circRNAs and their host mRNA expression over aging states (Fig. 7g, i). Indeed, IHC data indicated that the host mRNA expression showed a decrease in the aged macaque brains (Supplementary Fig. S7a-d). We further assayed the protein levels of CACNA2D1 and CACNA1E in macaque brain PFC and CA1, and found them to be dramatically decreased in 20-year old macaque (Fig. 7k).

**Fig. 7:**
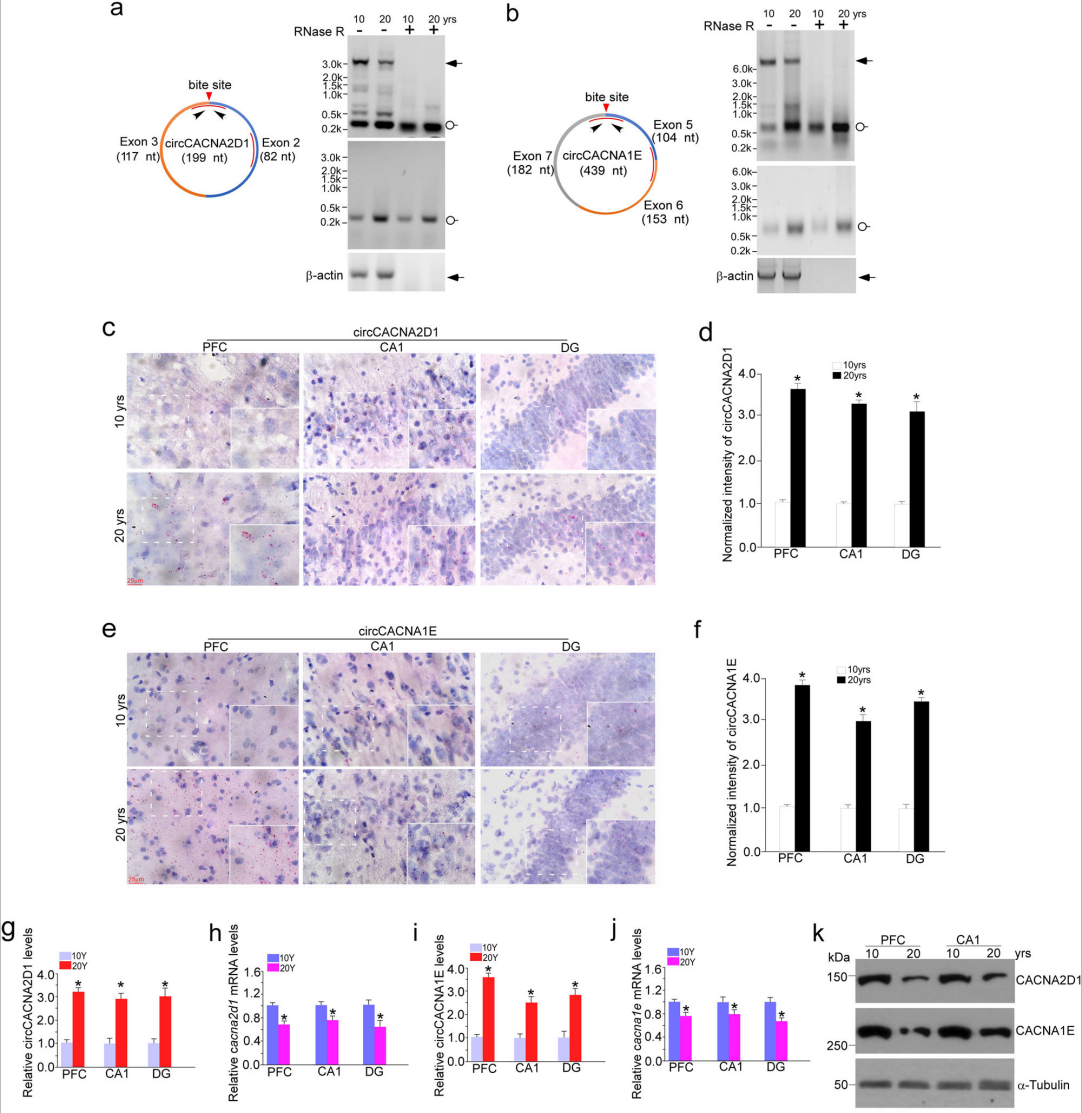
**CircCACNA2D1 and circCACNA1E expression negatively correlated with host mRNA production over the aging states.** **a**, **b** Representative northern blots of *cacna2d1* and *cacna1e* linear and circular transcripts. Total RNAs were extracted from 10 y and 20 y macaque frozen CA1 tissues, and digested with or without RNase R. Northern blots were performed on the basis of hybridization with the specific Digoxin-labeled junction site-targeting (lower panel) or single exon-targeting (upper panel) circRNA probes showing that increased levels of circular transcript expression were age-related. K denotes 1000 nt. The blots are representative of replicates of three independent experiments. β-actin mRNA was the negative control. **c**, **e** PFC and hippocampal ten-micron cryostat sections of 10 y and 20 y sex-matched macaques were performed BASEScope with specific 1zz junction site-targeting probes against circCACNA2D1 and circCACNA1E, respectively (red dots with nuclei counterstaining by hematoxylin). Scale bar, 25 μm. White squares represent high magnificent images. The images are representative of replicates of three independent experiments. **d**, **f** Relative intensities of subcellular localization BASEScope signals of circRNAs illustrated in (**c**, **e**) were quantified by use of image J software. Data are present as mean ± s.e.m. (*n* = 60–81 cells per group). *p < 0.05, unpaired *t* test. **g–j** Total RNAs were extracted from 10 y and 20 y frozen postmortem macaque brains at indicated regions, and performed qPCR for validation circCACNA2D1 and circCACNA1E, and their host mRNA expression. Data are presented as mean ± SD, *n* = 3 technical replicates. *p < 0.05, unpaired *t* test. **k** Protein extracts from 10 y and 20 y rhesus macaque frozen PFC and hippocampal CA1 tissues were immunoblotted with CACNA2D1 and CACNA1E antibodies. α-Tubulin was loading control. The blots represent one of three independent experiments

To further explore whether circCACNA2D1 and circCACNA1E negatively regulate host mRNA expression, first, we examined and validated the levels of circCACNA2D1 and circCACNA1E expression in cultured fetal macaque hippocampal neurons using northern blot on the basis of hybridization with circRNA exon probes (Supplementary Fig. S8a-b). As expected, a significant increase in circCACNA2D1 and circCACNA1E expression was found in P28 cultures in contrast to P14 cultures. Nonetheless, the cultures with siRNAs infection at P14 showed a dramatic decreased expression in P28. Next, we examined levels of *cacna2d1* and *cacna1e* gene expression using RT-qPCR, immunofluorescence and western blot (Supplementary Fig. S8c-h). Empirically, the similar phenomena revealed that knockdown of circCACNA2D1 and circCACNA1E could reverse the decreased levels of calcium channel gene expression.

## Discussion

In this study, using RNAs with depletion of linear RNAs by RNase R from rhesus macaque multiple brain compartments we sequenced and analyzed circRNAs in a quantitative manner. While circRNA identification mostly relied on genome annotation^23,30,52,53^, we used the updated circRNA identifier software CIRI2 and find_circ^23,36^ to identify circRNAs with remarkably balanced sensitivity, reliability, duration, and RAM usage. CIRI2 also does not rely on exon annotations or assumption of canonical splice sites, and can thus identify circRNAs derived from previously unannotated exons and transcripts, as well as the intergenic regions. This allowed us to identify circRNAs in rhesus macaque brain, which, up-to-date, has relatively incomplete annotations of transcriptome and functions, particularly in the aged brain. Using this approach, 17,050 well expressed circRNAs were identified in rhesus monkey brain. Functional analyses and exploration of two specific calcium channel gene-derived circRNAs, suggesting that age-related circRNA biogenesis regulates its host mRNA production, and is potentially involved in the biological process of brain aging.

In this study, we sacrificed eight macaques in total, two females and two males at 10-year and 20-year ages. After extracting total RNAs, the two biological replicates were mixed together to prepare libraries and circRNA-seq, which should effectively eliminate the problem of individual biases. Furthermore, we have obtained circRNA-seq data from eight different regions of each mixed pair of animals. Therefore, a total of 32 circRNA-seq data were generated to analyze the spatial-, sex- and aging-regulated circRNAs. For each set of statistical analysis, there were either 4 or 16 circRNA-seq data in each compared group, which should be enough to avoid the interference of experimental variations and to yield confident results. We analyzed sex-regulated and aging-regulated circRNAs by both permutation and *t*-test, which yielded highly similar results. Taken together, the experimental approaches applied should be adequate to support the related conclusions. Meanwhile, we are aware of the limitations of the conclusions drawn from an aging trend with only 2 time points. Future studies are needed to include more time points during macaque aging.

We observed that circRNAs are more conserved between human and macaque than that between mouse and macaque (Fig. 2c). This led us the hypothesis that human specific circRNAs may play more important roles in perception and learning. Moreover, we analyzed the common of circRNAs detected in macaque and human, 23,921 (45.28 %) of the circRNAs identified in macaque PFC and cerebellar cortex were also expressed in human PFC and cerebellar cortex. This further suggests that circRNAs are well conserved, and our observation that 13.67% overlap between macaque and human circRNAs may prove to be an underestimate. Notably, the exon sequences around head-to-tail junctions detected in both macaque and human are extremely conserved, strongly suggesting their potential functional relevance.

While circRNAs are ever thought as side products of pre-mRNA splicing^54^, recent studies have suggested that circRNAs have biological functions based on their strong tissue- and cell-type-specific expression^31^. For instance, brain-specific circRNAs are expressed from gene loci that also code for proteins take part in synapse-related functions^30^. In the present study, we have extracted circRNAs showing spatial-specific, sex-biased, aging-biased, and relationship with host mRNA characters. In line with former studies, we found most of the circRNAs (~90%) showed none of this characteristic and their expression pattern seemed to be random. Nonetheless, there is also over one thousand circRNAs with these features. 

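Counting circRNAs higher in a region by the exact test and those with a sex or age difference by the t-test, 2364 (13.9%) of the kept circRNAs had at least 1 of these and 14686 (86.1%) had none. With reads divided by size factors and Welch's tests, chosen after seeing the values, 1383 (8.11%) had at least 1 and 15667 (91.9%) had none. The relation with host mRNAs was not analysed here.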

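The age-related circRNAs of the t-test made up 2.97% of the kept circRNAs. In simulated data the same test called 2.52% of the circRNAs that did not change. The simulated libraries were independent of each other, without differences between pools. This percent is therefore not the rate of false calls in the real libraries.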

Among which about 3% circRNAs (475 out of 17,050) participates in the biology of brain aging. To investigate if changes in circCACNA2D1 and circCACNA1E expression are associated with their host calcium channel gene mRNA expression, we detected and revealed a strong correlation between *c*ircCACNA2D1, circCACNA1E, and their host mRNA expression in rhesus macaque brain over the aging states. Further investigation may help to elucidate the role of increased circCACNA2D1 and circCACNA1E expression in the neurobiology of aging.

Overall, this is a first systematic analysis of circRNA profiles in nonhuman primate brain, and is also a first clustering of changes in circRNA expression during brain aging. We generated a highly qualitative novel resource for the neuroscience community. Variance decomposition analysis was used to obtain a quantitative assessment of the involvement of circRNAs in the biology of brain aging, independent of genetic influences. This deep characterization of molecular events is expected to substantially boost focused functional explorations of circRNA-mediated regulatory system, and an important step toward further elucidation of circRNA function underlining the biology of brain aging.

## Materials and methods

### Animals and samples collection

Frozen postmortem brain tissue samples from rhesus macaque were provided by Kunming Primate Research Center of the Chinese Academy of Sciences (KPRC). Brain regions were systematically collected from well-characterized rhesus monkeys born and raised at the KPRC in outdoor, 6-acre enclosures that provide a naturalistic setting and normal social environment. For circRNA-seq analysis, total RNAs from postmortem rhesus macaque brain specimens of two males and two females at each of stages representing adult (10-year-old) and old (20-year-old) were extracted. Extensive health, family lineage, and dominance information were maintained on all animals.

According to a widely used macaque brain atlas and brainmaps (http://www.Brainmaps.org), tissues spanning eight anatomically distinct regions were selected and collected from each specimen. The detailed information was described as below: the PFC was sampled at the main sulci, the PCC was sampled at the Brodmann’s area 23, the TC at the superior temporal gyrus, the PC at the middle sylvian fissure, the OC at the V1, and the cerebellar cortex was sampled at the cauda cerebellum. The hippocampus (including CA1 and DG) was also sampled. All the collected samples were washed with RNA later solution (AM7021, Ambion, USA) and put in freezing tubes to store at liquid nitrogen temperature.

All animal procedures were in strict accordance with the guidelines for the National Care and Use of Animals approved by the National Animal Research Authority (P.R. China) and the Institutional Animal Care and Use Committee (IACUC) of the Kunming Institute of Zoology of Chinese Academy of Sciences. The nonhuman primate cares and experimental protocols were approved by the Ethics Committee of Kunming Institute of Zoology and the Kunming Primate Research Center, Chinese Academy of Sciences (AAALAC accredited), and the methods were carried out in accordance with the approved guidelines.

### circRNA library preparation

Before the preparation of the circRNA-seq libraries, the total RNA samples for two males were mixed and those for females were mixed as well to eliminate the individual biases. Samples were collected from eight different brain regions, and consequently a total of 32 mixed samples from 10-year male and female, and from 20-year male and female were subjected to library preparation. For each sample, 10 μg of total RNA was used for cirRNA-seq library preparation. Total RNA was treated with RQ1 DNase (Promega) to remove genomic DNA. A large proportion of mRNA was captured by oligo dT, and remaining RNA was purified with Ampure XP Beads. Ribosomal RNA was depleted away by Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat, MRZG12324, Epicentre). Linear RNA (including residual rRNA, residual mRNA, and so on) was digested by RNase R. CircRNA was iron fragmented at 95℃ followed by end repair and 5′ adaptor ligation. The reverse transcription was performed with RT primer harboring 3′ adaptor sequence and randomized hexamer. The cDNAs were purified and amplified, then PCR products corresponding to 300–500 bp were selectively captured and quantified. Libraries were stored at −70 °C until used for sequencing. For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions and applied to Illumina NextSeq500 system with 150 × 2 paired-end type by ABlife Inc. (Wuhan, China).

### circRNA Prediction and filtering

After reads were obtained from sequencing, Cutadapt^55^ was used to trim adaptors (with 10% error rate) and low quality bases (less than 16). Reads that were less than 16nt in both ends were discarded. Before prediction, we used bwa^56^ method to align reads to the *Rhesus Macaque*^57^ reference genome in local mode (with parameters: -k 19-T 19). After alignment, CIRI2 software^36,58^ was used to predict circRNAs in macaque brain samples. Candidate circRNAs with no less than two head-to-tail junction reads were preserved. To test the precision and sensitivity of the CIRI2 software, we downloaded the raw data of the SH-SY5Y neuronal cells^30^. We aligned the reads to the human genome (GRCH38 version) and predicted the circRNAs with our prediction pipeline with the same parameters. Then we converted the published circRNAs locus from GRCH37 to GRCH38 by liftOver^59^. circRNAs which splice sites were detected in ±5 nucleotide interval around the predicted circRNAs start or end were treated as overlap circRNAs. At the same time, we re-predicted circRNAs with our data by utilizing the find_circ (version 1.2) software with default parameters^23^. Overlapping analysis was performed for the prediction results between CIRI2 and find_circ. CircRNAs are constituted by two parts by CIRI2: back splicing junction part and non-junction part. After obtaining the circRNAs, reads number across the back-splicing junctions was treated as the raw expression level of each circRNAs. After that, we filtered the circRNAs expressed only in sporadic samples with low abundance. Based on the back-splicing reads number of each circRNA, we set the following requirements as the filtering threshold:

1. No less than 3 back-splicing reads was required to define an expressed circRNA.
2. One brain area is defined as expressed only if no less than 2 samples satisfied the 1st requirement.
3. One circRNA is expressed only if no less than 2 areas were expressed.
4. If circRNAs cannot meet the 3rd requirement, the circRNAs must be expressed in only one brain area and the total expressed samples must be on less than 6 (20% of total samples).
5. If circRNAs cannot meet the 3rd and 4th requirements, the total back-splice reads number of this circRNA must be no less than 30.

To obtain a normalized expression between different samples, we used the DESeq normalization method^37^ to obtain the normalized expression level for circRNAs by dividing a size factor.

### Conservation analysis for macaque circRNAs

To analyze the homologous feature between macaque circRNAs and other mammalian species, we downloaded the human and mouse circRNAs sequence from the circBase^41^. Then we aligned the circRNA sequence to the human and mouse circRNAs by blastn with E-value 1e−3. Meanwhile, we also adopted the conservation calculation method in Rybak–Wolf et al.^30^, and performed this analysis among three species: macaque, mouse, and human.

### Characteristic analysis of circRNA expression

To find the characteristic of circRNA expression in macaque brain, we compared the circRNA expression pattern from multiple dimensions. First, we used the WGCNA method^42^ to classify circRNAs. Cubic power was chosen as the soft threshold to calculate block wise modules. The output is the circRNA modules according to their expression pattern. For each circRNA module, eigengenes was chosen to represent the expression pattern. Due to the low and dynamic characteristic of circRNAs compared with host mRNAs, we used unpaired *t*-test model to filtrate the spatial, aging and sexual-related circRNAs as described previously^43^. For spatial-regulaed circRNAs filtration, we compared one brain area with other areas by *t*-test and repeated this according the eight brain areas. For aging-regulated circRNAs filtration, we compared 10-year-old samples with 20-year-old samples. For sexual-regulated circRNAs filtration, we compared female samples with male samples. After comparison, we set *p*-value 0.05 as the threshold for filtration.

### Analysis of the relationships between circRNAs and host mRNAs

To explore the expression relationship of circRNAs and their host mRNAs, we used the poly(A) selected RNA-seq data from our another study^40^. The biological samples of the two studies were the same and total RNAs were extracted from the brain tissue parallelly. So, we could compare the expression level between circRNAs and host mature mRNAs. Based on the expression of each circRNA and host mRNA, PCC and *p*-value were obtained for each mRNA-circRNA pair. Then we filter the result by a given threshold, absolute PCC no less than 0.3 and *p*-value no more than 0.1. Besides the positive correlation pairs, negative pairs with correlation coefficient less than 0 were also included.

### RNA extraction and reverse transcription PCR

RNA was using PureLink micro-to-midi total RNA purification system (Invitrogen). RNA quantity and quality were evaluated by Nano Drop ND-1000 spectrophotometer (Nano Drop Thermo, Wilmington, DE) and RNA integrity was assessed by agarose gel electrophoresis. Specific divergent primers were designed to amplify the circular and linear Rhesus macaque transcripts. Semi-quantitative RT-PCR was performed with Superscript III one-step RT-PCR system with platinum Taq High Fidelity (Invitrogen). For quantitative real-time PCR, cDNAs were prepared by using oligonucleotide (dT), random primers, and a Thermo Reverse Transcription kit (Signal way Biotechnology). qPCR was performed with SYBR Green I Master (Roche, 04707516001) on Light Cycler 480 II. qPCR was performed in 10 μl reaction volume, including 2 μl of cDNA, 5 μl 2 × Master Mix, 0.5 μl of Forward Primer (10 μM), 0.5 μl of Reverse Primer (10 μM) and 2 μl of double distilled water. The reaction was set at 95 °C for 10 min for pre-denaturation, then at 95 °C for 10 s and at 60 °C for 60 s repeating 40 cycles. *GAPDH* was used as a reference. Both target and reference were amplified in triplicate wells. And the relative level of each circular and linear transcript was calculated using 2^−△△Ct^ method. All PCR primer sequences can be found in Supplementary Tables S3 and S4.

### Immunohistochemistry

For DAB/bright field staining, ten micron cryostat sections of macaque brain were pretreated in 0.3% hydrogen peroxide in methanol for 30 min to remove endogenous peroxidase activity, rinsed in tris-buffered saline (TBS), and then treated with 0.1 M citrate buffer in a microwave at sufficient power to keep the solution at 100 °C for 20 min. Sections were cooled in the same buffer at room temperature (RT) for 30 min and rinsed in TBS. Slides were incubated in 10% goat serum in PBS blocking solution for1 h at RT, after which primary antibodies CACNA2D1 (ab2864) and CACNA1E (ab63705) were applied to the sections that were then incubated at 4 °C overnight. The sections were washed three times in TBS before applying the secondary antibody (Vector Laboratories). Secondary antibody was applied for 1 h at RT. Afterwards, sections were rinsed three times in TBS. Rinsed sections were then incubated in Vectastain ABC Elite reagent for 1 h and developed using diaminobenzidine (Vector Laboratories). After dehydration all sections were mounted in Permount under a glass cover slip. Control sections were subjected to the identical staining procedure, except for the omission of the primary antibody.

### Protein extraction and western blot

Frozen rhesus macaque brain tissues were lysed using 1 × RIPA buffer (Sigma Aldrich), complemented with PIC (Protease Inhibitor Cocktail, Cat #11836153001, Roche) and Phosphatase Inhibitor Cocktail (Cat #11836153001, Roche). After protein quantification, samples were boiled for 10 min in SDS loading buffer (1:1 ratio). An aliquot (up to 50 μg) of the resulting sample was run on an SDS–PAGE gel and then transferred to a Hybond-PVDF membrane (Amersham Pharmacia). The membrane was blocked in 5% milk for 1 h at room temperature and incubated overnight with the appropriate primary antibody re-suspended in 5% milk in TBST at 4 °C. Following three-time washes using TBST, the membrane was incubated for 2 h at room temperature with the appropriate secondary antibody re-suspended in 5% milk in TBST at room temperature, followed by four washes using TBST. Signal ECL (Pierce) amplification was detected by Tanon 5200 Multi chemiluminescent image system (Tanon, Shanghai, China). Signal intensity was quantified with Image J (National Institute of Health).

### BASEscope assays for circRNA detection

BASEscope assays were performed using BaseScope™ Detection Reagent Kit-RED (#322900-USM, Advanced Cell Diagnostics (ACD) Hayward, CA) in accord with the manufacturer′s protocol. CircCACNA2D1 and circCACNA1E junction site-targeting or -nontargeting label probes conjugated to HRP were ordered from ACD. Briefly, 10 μm cryostat macaque brain sections were pretreated with Hydrogen Peroxide followed by performing target retrieval using an Oster^®^ Steamer. Dried slides were placed on the slide rack, than incubated with RNAscope^®^ Protease III at 40 °C for 30 min in the HybEZ™ system (ACD). Next, the slides were incubated at 40 °C in order to hybridize probes (circCACNA2D1 and circCACNA1E) for 2 h in HybEZ™ system. The slides were then performed signal amplification with the following steps: AMP 0 for 30 min; AMP 1 for 15 min; AMP 2 for 30 min; AMP 3 for 30 min; AMP 4 for 15 min; AMP 5 for 30 min; AMP 6 for 15 min. After each step, slides were washed with wash buffer three times at room temperature. Chromogenic detection was performed using BaseScope™ Fast RED followed by counterstaining with hematoxylin (American MasterTech Scientific, Lodi, CA). All images were collected using a Zeiss Olympus IX‐81 microscope with either a 40× or 100× objective running Metamorph. For image analysis, regions of interest (50 × 50 μm) were manually drawn, and after background subtraction, BASEScope intensity was normalized to the control. Images were thresholded in Image J and, using the Image Calculator tool, a third image was generated showing those pixels which were positive in all input channels. Using the Particle Analysis tool, the size and number of the thresholded clusters were analyzed. Microsoft Excel was used to calculate the fraction of positive clusters. GraphPad Prism was used to perform ANOVAs and *t*-tests and to visualize bar charts. Error bars represent SEM. The target genes, probed regions, and sequences of target probes are listed in Supplementary Table S2.

### DIG-labeled anti-sense RNA probes synthesis by in vitro transcription

PCR primers were designed using standard primer designing tools (Primer Premier 5.0) to amplify 100-300 nt fragment corresponding to linear and circular RNA sequences or 100-150 nt fragment corresponding to head-to-tail junction (short circRNA specific probes and not overlapping with linear RNA sequence). T7 promoter sequence was added to the reverse primer to obtain an antisense probe in vitro transcription reaction. In vitro transcription was performed using T7 RNA polymerase (Roche) with DIG-RNA labeling mix (Roche) according to manufacturer’s instruction. DNA templates were removed by DNAs I digestion and RNA probes purified by phenol chloroform extraction and subsequent precipitation. Probes were used at 50 ng/ml (Northern blot) final concentration. The primer sequences of probes were seen in Supplementary Table S4.

### Northern Blots for circRNA detection

Total RNA (10 μg for 10- and 20-year-old rhesus macaque brain samples, 2 μg for fetal macaque hippocampal primary neurons) was denatured using NorthernMax^®^-Gly sample loading dye (Ambion) and resolved on 1.2% agarose gel in MOPS buffer. The gel was soaked in 1 × TBE for 20 min and transferred to a Hybond-N + membrane (GE Healthcare) for 1 h (15 V) using a semi-dry blotting system (Bio-Rad). Membranes were dried and UV-crosslinked with 150 mJ/ cm^2^ at 254 nm. Pre-hybridization was done at 68 °C for 1 h, and using DIG Northern Blot Starter KIT (Roche) DIG-labeled in vitro transcribed circCACNA2D1, circCACNA1E, CDRA1s, and circMbl junction site-targeting probes were hybridized overnight. The membranes were washed three times in 2 × SSC, 0.1% SDS at 68 °C for 30 min, followed by three 30 min washes in 0.2 × SSC, 0.1% SDS at 68 °C. The immunodetection was performed with anti-DIG AP-conjugated antibodies. Immunoreactive bands were visualized using CDP star reagent (Roche) and a LAS-4000 detection system (GE Healthcare).

### Statistical analysis

Principal component analysis (PCA) was used to analysis the expression pattern of circRNAs (Fig. 3c). Permutation test was performed by R software. Two-sided paired *t*-test (Figs. 3a, 4a and 5a) were performed to calculate the differently expressed circRNAs. Hypergeometric distribution test was used to define the enrichment of each GO term and KEGG pathway (Fig. 3i, 6f, Supplementary Figs. S2b, c, and S4f-h,). Hierarchical clustering was performed to cluster the circRNAs by normalized value using Cluster3.0. Java TreeView softwares^60^. The statistical significance of the in situ hybridization data was tested using either an unpaired *t* test or Mann–Whitney *U* test since the normality of the distribution was pretested using Lilliefors test. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally employed in the field. Data collection and analysis were not performed blind to the conditions of the experiments and no randomization of data was performed.

### Data accession numbers

The circRNA-seq data have been deposited in GEO and are accessible through accession number GSE94027.

The poly(A)-enriched RNA-seq data has been deposited in GEO and are accessible through accession numbers GSE85377^40^.

## Electronic supplementary material

Supplementray Information

Supplementary Table S3

Supplementary Table S4

# Supplementary material for: Annotation and functional clustering of circRNA expression in rhesus macaque brain during aging
**Source:** Cell Discov. 2018 Sep 18;4:48. doi: 10.1038/s41421-018-0050-1
**Supplement:** Supplementary file 1 — Supplementray Information

## Supplementary information

### Supplementary Table

**Table S1. Profile of the Samples sequenced and the circRNA detection from our study**

| Samples | Area                       | Sex    | Age | Raw       | Clean    | Clean% | Mapping%         | circRNA (CIRI2) | circRNA (find_circ) |
|---------|----------------------------|--------|-----|-----------|----------|--------|------------------|-----------------|---------------------|
| PFC_10F | Prefrontal cortex          | Female | 10  | 37085768  | 34189946 | 92.19% | 25665366(75.07%) | 7896            | 4195                |
| PFC_10M |                            | Male   | 10  | 44552154  | 39992978 | 89.77% | 25741979(64.37%) | 10052           | 5555                |
| PFC_20F |                            | Female | 20  | 34952908  | 34571038 | 98.91% | 31762744(91.88%) | 4126            | 2049                |
| PFC_20M |                            | Male   | 20  | 42581844  | 37922024 | 89.06% | 24608484(64.89%) | 8527            | 4845                |
| PCC_10F | Posterior Cingulate Cortex | Female | 10  | 112492978 | 92227320 | 81.98% | 37572158(40.74%) | 6587            | 3981                |
| PCC_10M |                            | Male   | 10  | 107822534 | 87529702 | 81.18% | 34803738(39.76%) | 3563            | 2090                |
| PCC_20F |                            | Female | 20  | 47565028  | 46386300 | 97.52% | 40938814(88.26%) | 6326            | 3047                |
| PCC_20M |                            | Male   | 20  | 57746240  | 49859186 | 86.34% | 21785985(43.70%) | 4114            | 2502                |
| TC_10F  | Temporal Cortex            | Female | 10  | 96553794  | 82305672 | 85.24% | 36626765(44.50%) | 5309            | 3220                |
| TC_10M  |                            | Male   | 10  | 60218370  | 51122922 | 84.90% | 19630873(38.40%) | 4594            | 3192                |
| TC_20F  |                            | Female | 20  | 79963220  | 72137230 | 90.21% | 35958355(49.85%) | 5217            | 3159                |
| TC_20M  |                            | Male   | 20  | 91568052  | 78721862 | 85.97% | 36248094(46.05%) | 6163            | 3802                |
| PC_10F  | Parietal Cortex            | Female | 10  | 38606352  | 34591020 | 89.60% | 24291466(70.22%) | 9004            | 4822                |
| PC_10M  |                            | Male   | 10  | 42476014  | 41209828 | 97.02% | 37508821(91.02%) | 5045            | 2572                |
| PC_20F  |                            | Female | 20  | 82847958  | 70822324 | 85.48% | 35217897(49.73%) | 8215            | 4522                |
| PC_20M  |                            | Male   | 20  | 48308152  | 42076788 | 87.10% | 24916034(59.22%) | 7241            | 4107                |
| OC_10F  | Occipital Cortex           | Female | 10  | 99500104  | 85869742 | 86.30% | 46496978(54.15%) | 9028            | 5630                |
| OC_10M  |                            | Male   | 10  | 91434186  | 77220176 | 84.45% | 41402570(53.62%) | 6013            | 3883                |
| OC_20F  |                            | Female | 20  | 103084226 | 87288996 | 84.68% | 42193607(48.34%) | 7956            | 5234                |
| OC_20M  |                            | Male   | 20  | 104682616 | 90826774 | 86.76% | 53787731(59.22%) | 10927           | 6934                |
| CA1_10F | Cornu Ammonis I            | Female | 10  | 39913286  | 34332926 | 86.02% | 17019228(49.57%) | 5631            | 3879                |
| CA1_10M |                            | Male   | 10  | 70758106  | 63320964 | 89.49% | 29855096(47.15%) | 4210            | 2749                |
| CA1_20F |                            | Female | 20  | 42721806  | 37515580 | 87.81% | 18756531(50.00%) | 3014            | 1880                |
| CA1_20M |                            | Male   | 20  | 50313028  | 49344116 | 98.07% | 45559536(92.33%) | 6703            | 3113                |
| DG_10F  | Dentate Gyms               | Female | 10  | 66172838  | 52426962 | 79.23% | 21833545(41.65%) | 2968            | 1845                |
| DG_10M  |                            | Male   | 10  | 79924358  | 62003594 | 77.58% | 24768273(39.95%) | 3782            | 2475                |
| DG_20F  |                            | Female | 20  | 70008154  | 56593170 | 80.84% | 26175752(46.25%) | 3713            | 2427                |
| DG_20M  |                            | Male   | 20  | 45685786  | 44625182 | 97.68% | 38241131(85.69%) | 4890            | 2552                |
| CB_10F  | Cerebellar cortex          | Female | 10  | 81175942  | 65832248 | 81.10% | 22205951(33.73%) | 2284            | 1671                |
| CB_10M  |                            | Male   | 10  | 61975696  | 51481292 | 83.07% | 22151122(43.03%) | 9200            | 6166                |

|        |  |        |    |          |          |        |                  |      |      |
|--------|--|--------|----|----------|----------|--------|------------------|------|------|
| CB_20F |  | Female | 20 | 70203504 | 64418050 | 91.76% | 31674702(49.17%) | 8161 | 5422 |
| CB_20M |  | Male   | 20 | 60975246 | 50307188 | 82.50% | 22148062(44.03%) | 7243 | 5115 |

**Table S2. Sequences of siRNAs and BASEScope assay probes targeting circRNAs**

| circRNA<br>(rhesus<br>macaque) | Sequences of siRNAs and BASEScope assay probes |                                                                                                                                                           |
|--------------------------------|------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Cacna2d1</i>                | junction site (red)                            | 5'-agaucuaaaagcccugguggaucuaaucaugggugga-3'                                                                                                               |
|                                | siRNA-control 1                                | 3'-uggugcuaguuuaguaccc-5'                                                                                                                                 |
|                                | siRNA 1                                        | 3'-accaccuaguuuaguaccc-5'                                                                                                                                 |
|                                | siRNA-control 2                                | 3'- gauuuxgggaccacgauca-5'                                                                                                                                |
|                                | siRNA 2                                        | 3'- gauuuxgggaccaccuagu-5'                                                                                                                                |
|                                | BaseScope™<br>Target Probe                     | 5'-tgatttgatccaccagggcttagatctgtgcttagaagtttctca-3' (BA-Mmu-CACNA2D1-circRNA-Junc 1zz targeting 63-109 of the provided sequence >3:134908228 134923364_+) |
| <i>Cacna1e</i>                 | junction site (red)                            | 5'-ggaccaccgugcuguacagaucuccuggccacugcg-3'                                                                                                                |
|                                | siRNA-control 1                                | 3'-guacaucguaggaccggug-5'                                                                                                                                 |
|                                | siRNA 1                                        | 3'-cauguucguaggaccggug-5'                                                                                                                                 |
|                                | siRNA-control 2                                | 3'-guggcacgacauguagcau-5'                                                                                                                                 |
|                                | siRNA 2                                        | 3'-guggcacgacauguucgua-5'                                                                                                                                 |
|                                | BaseScope™<br>Target Probe                     | 5'-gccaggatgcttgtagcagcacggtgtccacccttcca-3' (BA-Mmu-CACNA1E-circRNA-Junc 1zz targeting 193-230 of the provided sequence >1:189113029 189116190_-)        |

## Supplementary Figures

### Supplementary Fig. S1

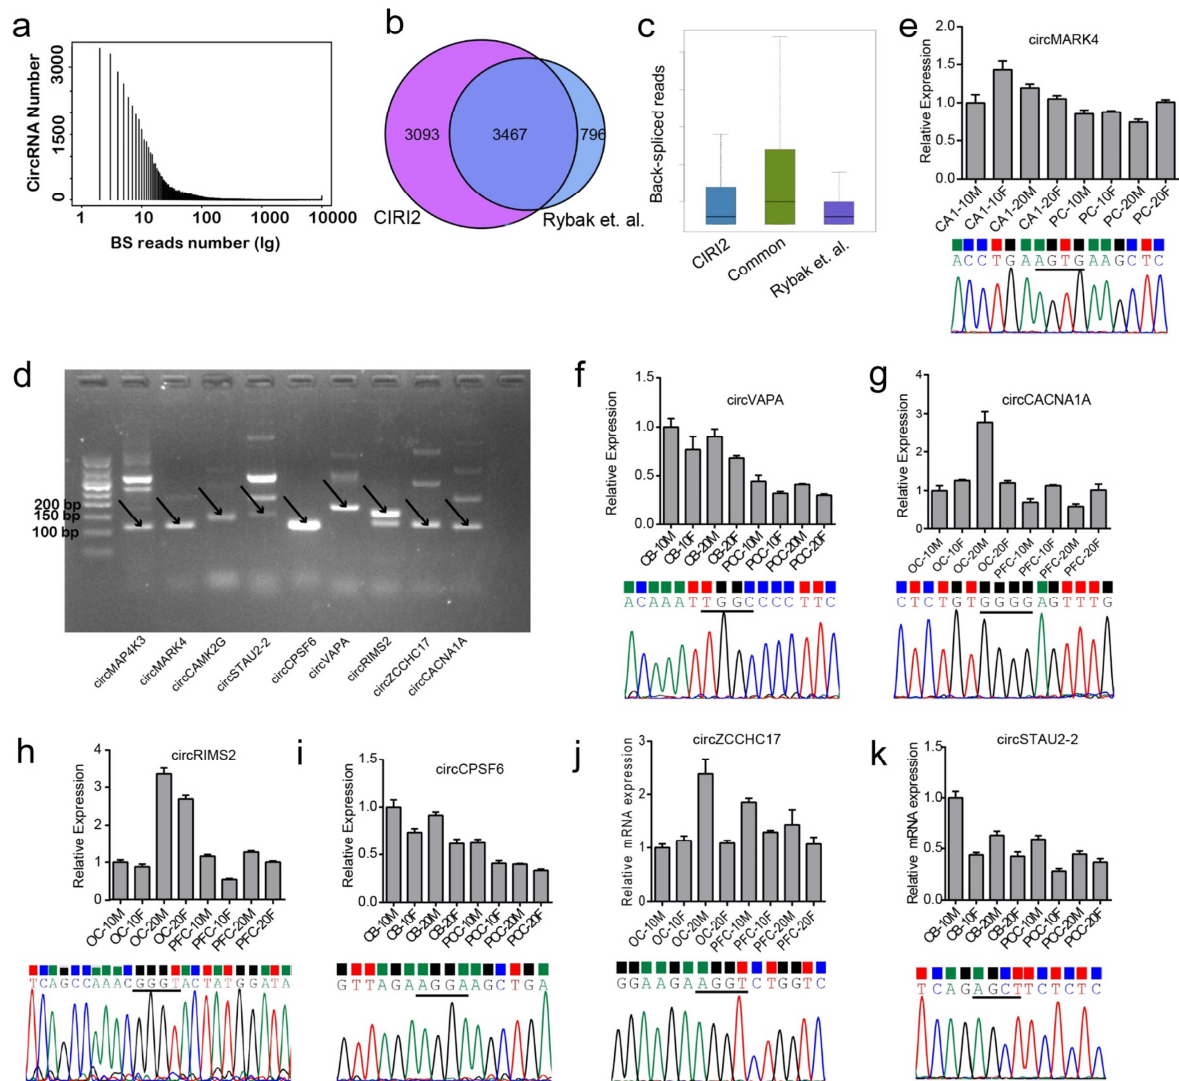

### Supplementary Fig. S1

#### Annotation and characteristics of circRNA expression in rhesus macaque brain

(a) Bar plot showing the distribution of circRNA number by different back splicing reads count. Most circRNAs were low expressed with no more than 10 back splicing reads.

(b) Venn diagram showing the overlap between the published circRNAs and the predicted circRNAs by CIRI2.

(c) Box plot of the circRNA expression level by different groups: published specific, CIRI2 specific and theirs overlapped. The expression level of specific circRNAs was significant lower than that of overlapped circRNAs.

(d) Gels presentation of the circRNAs that were validated by Sanger sequencing. The arrows represent the location of back-splicing fragments. Nine circRNAs were selected as presentation.

(e) CIRI2 specifically detected circMARK4 was validated RT-qPCR and Sanger sequencing for sequences around the back splicing sites. The bases above the black line indicate the back splicing junction.

(f-k) Co-detected circRNAs by CRIR2 and find\_circ were validated by RT-qPCR and Sanger sequencing. The presentation format was the same with (e).

## Supplementary Fig. S2

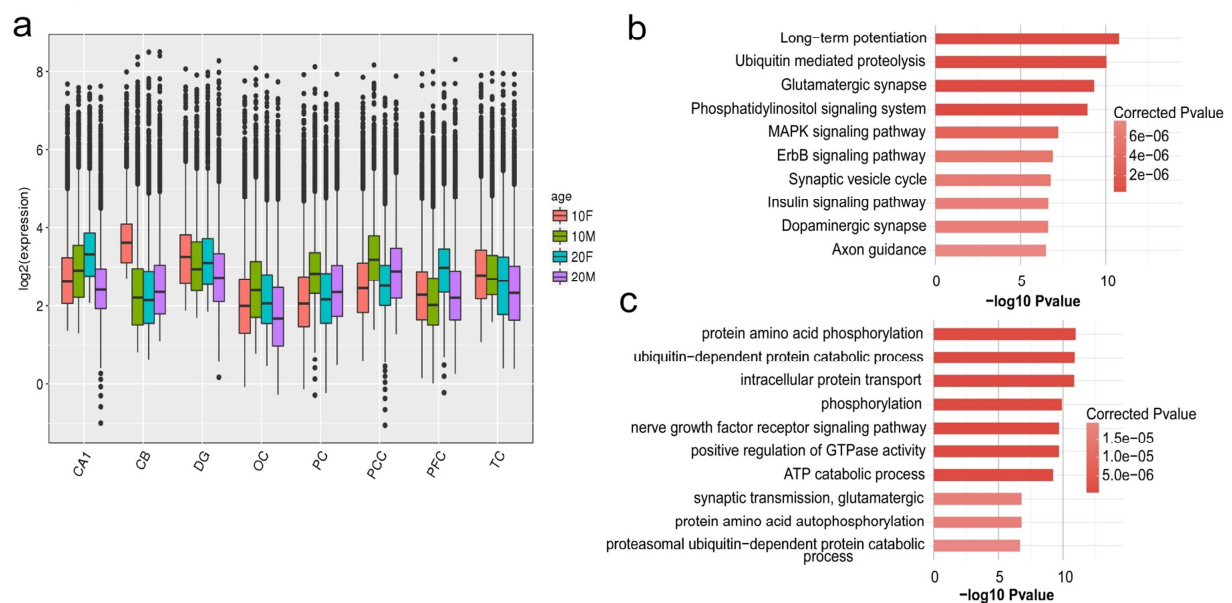

## Supplementary Fig. S2

### Patterns and functional analysis of circRNA expression in rhesus macaque brain

(a) Box plot showing the expression pattern of circRNAs from all the sex- and age-matched 32-paired samples.

(b) Bar plot showed the top 10 enriched KEGG pathways for the circRNA host genes.

(c) Bar plot showed the top 10 enriched biological process terms from GO database for the circRNA host genes.

**(a)** Power estimation was calculated according to the scale free topology model. Cubic power was chosen as the soft threshold.

**(b)** Clustering dendrogram showing the distinct circRNA expression pattern by WGCNA analysis. Bottom color bar represents the modules for each color.

**(c)** Eigengene dendrogram and heatmap for all WGCNA module eigengene value. The heatmap represents correlation coefficients between any module pairs.

**(d)** Bar plot of the eigengene values for the selected WGCNA modules. All the four modules (magenta, darkturquoise, paleturquoise, and paleturquoise) showed the CB enriched expression pattern compared with other modules.

**(e1-3)** Bar plot presentation for the RT-qPCR results showed three CB enriched circRNAs compared with other brain areas, including circTRIM72 (left), circATP9B (middle), circTNRC6A (right).

**(f1-3)** Bar plot presentation for the RT-qPCR results showed three OC enriched circRNAs compared with other brain areas, including circCD99L2 (left), circSMAD5 (middle), circCAMK1 (right).

**(g1-2)** Bar plot presentation for the RT-qPCR results showed two PC enriched circRNAs compared with other brain areas, including circMERTK (top panel), and circGABRA4 (bottom panel).

Supplementary Fig. S4

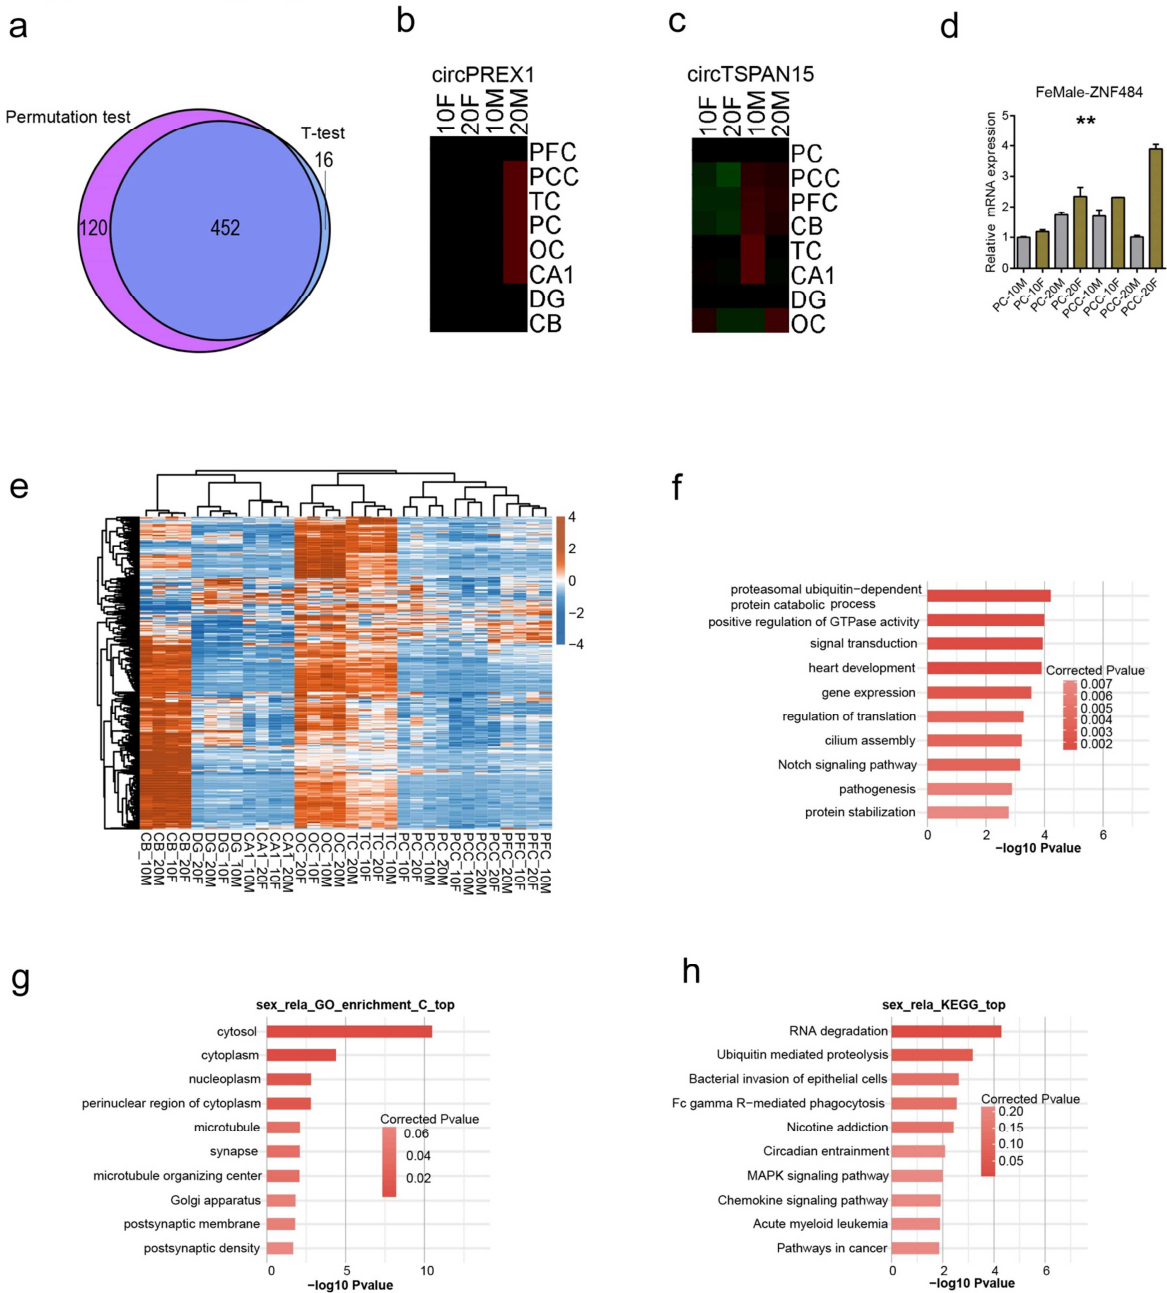

Supplementary Fig. S4

Identification and characteristics of sex-biased circRNAs in rhesus macaque brain

(a) Venn diagram showing the overlapping result of sex-biased circRNAs detected by permutation test and *t*-test.

**(b)** Heatmap of sex-specific circRNAs (circPREX1) showed male-specific feature, especially for 20y male sample.

**(c)** Heatmap of sex-specific circRNAs (circTSPAN15) showed male-specific feature, especially for 10y male sample.

**(d)** Heatmap of the host linear gene expression level for sex-bias circRNAs. Tissue bias expression pattern was dominant for these genes.

**(e)** Bar plot presentation for the RT-qPCR validation of female-biased circZNF484. Two brain regions were selected for validation.

**(f)** Bar plot of top 10 KEGG pathways for the host genes of sex-specific circRNAs.

**(g-h)** Bar plot of functional enrichment GO terms and KEGG pathways in sex-related circRNAs. Each bar represents cellular component, molecular function, biological process of GO terms and KEGG pathways, respectively.

Supplementary Fig. S5

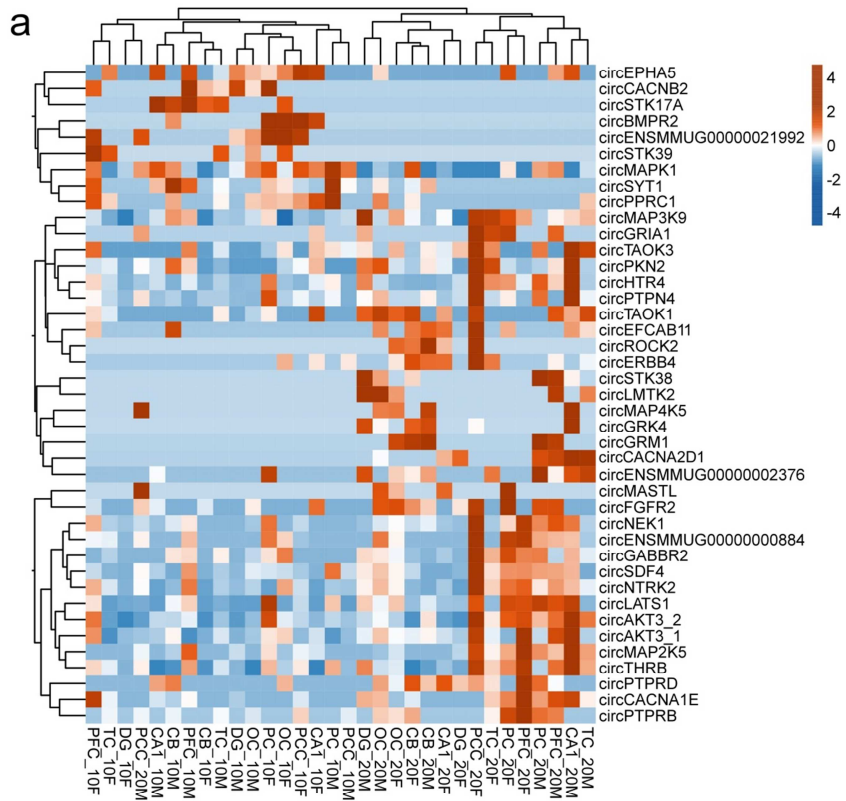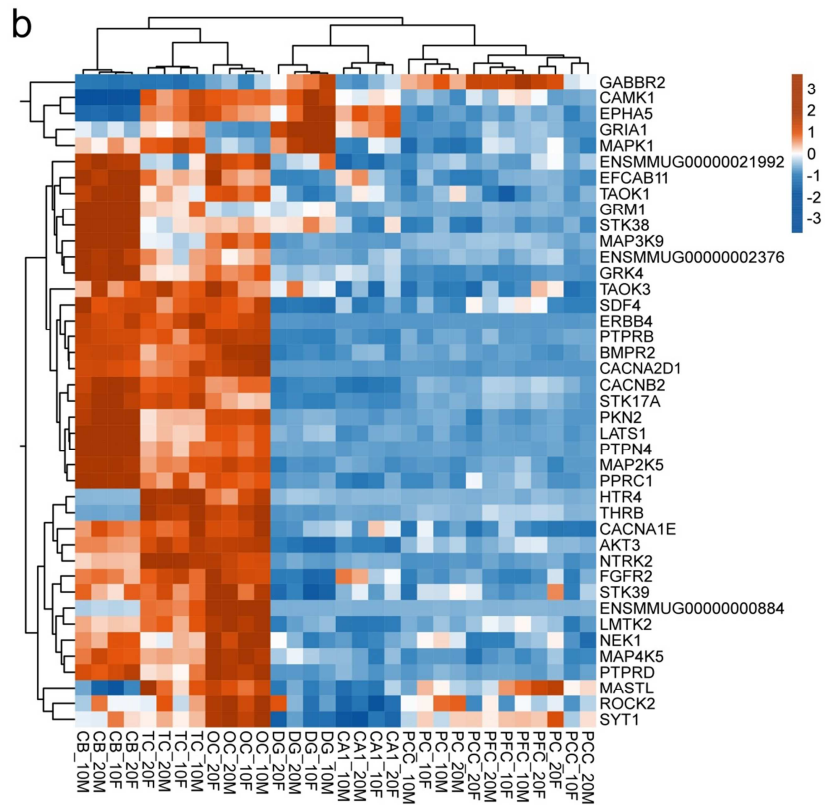

### Supplementary Fig. S5

#### Negative correlation between age-related circRNA and host mRNA expression over aging states

(a) Heatmap of age-related circRNA expression showing the increased levels in several circRNA clusters in PFC, PCC, TC and CA1 at which typically loss of calcium homeostasis and homeostatic synaptic plasticity during brain ageing.

(b) Heatmap of levels of age-related circRNA host mRNA expression showing the decreased levels in PFC, PCC, TC and CA1.

### Supplementary Fig. S6

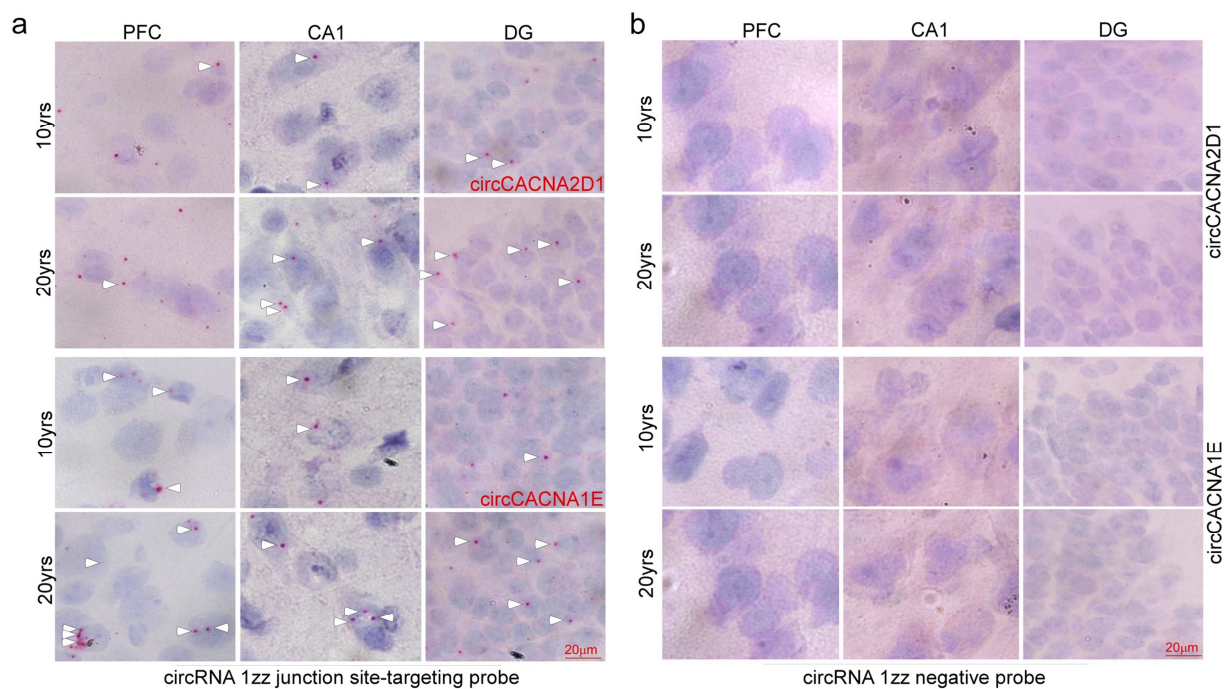

### Supplementary Fig. S6

#### Increased nuclear distribution of circCACNA2D1 and circCACNA1E in neurons of aged macaque brain

(a) PFC and hippocampal ten-micron cryostat sections of 10- and 20-year-old sex-matched macaques were performed *BASEscope* with 1zz junction site-targeting probes against circCACNA2D1 and circCACNA1E, respectively (Red dots with nuclei counterstaining by

hematoxylin). Arrows represent nuclear localization of circRNAs. Scale bar, 20  $\mu\text{m}$ . The images are representative of replicates of three independent experiments.

**(b)** PFC and hippocampal ten-micron cryostat sections of 10- and 20-year-old sex-matched macaques were performed *BASEscope* with the junction site-nontargeting probes (negative control), respectively (nuclei counterstaining by hematoxylin). Scale bar, 20  $\mu\text{m}$ . The images are representative of replicates of three independent experiments.

## Supplementary Fig. S7

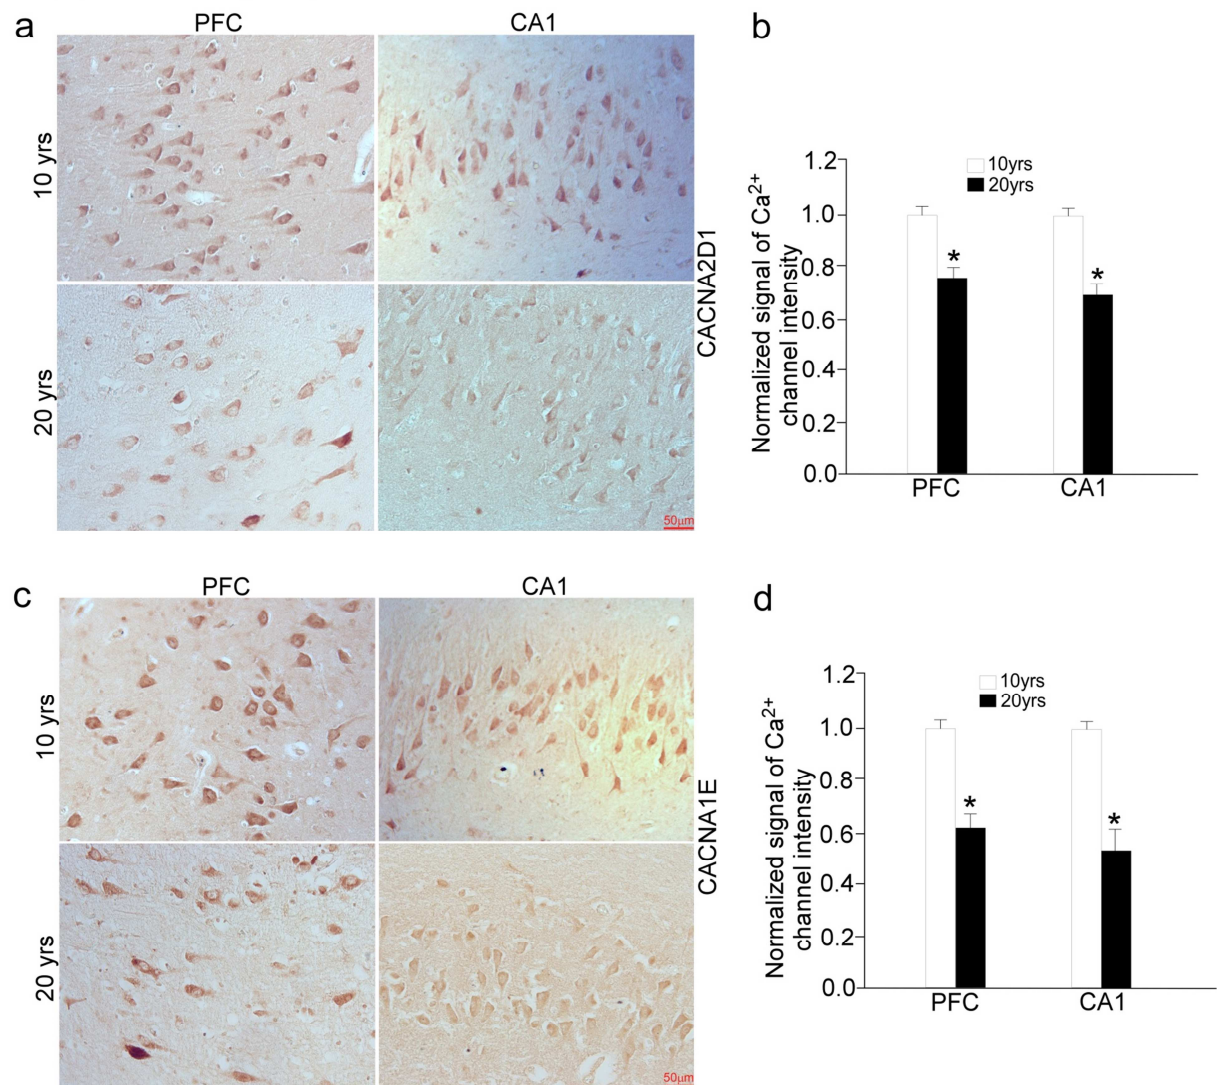

## Supplementary Fig. S7

### Age-related decreases in CACNA2D1 and CACNA1E protein levels found in the aged brain of macaque

(a) Ten-micron cryostat sections of 10- and 20-year-old sex-matched macaque PFC and hippocampus were immunostained with L-type voltage-dependent calcium channels CACNA2D1 antibody using HRP immunocytochemistry (brown). Scale bar, 50 µm.

(b) Relative intensities of CACNA2D1 immunostaining illustrated in panel A) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=28-37$  cells per group). Each

bar represents the average of three independent experiments; error bars denote s.e.m. (\*,  $p < 0.05$ , unpaired  $t$  test).

(c) Ten-micron cryostat sections of 10- and 20-year-old sex-matched macaque PFC and hippocampus were immunostained with R-type voltage-dependent calcium channels CACNA1E antibody using HRP immunocytochemistry (brown). Scale bar, 50  $\mu\text{m}$ .

(d) Relative intensities of glutamate receptors immunostaining illustrated in panel c) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=31-43$  cells per group). Each bar represents the average of three independent experiments; error bars denote s.e.m. (\*,  $p < 0.05$ , unpaired  $t$  test).

Supplementary Fig. S8

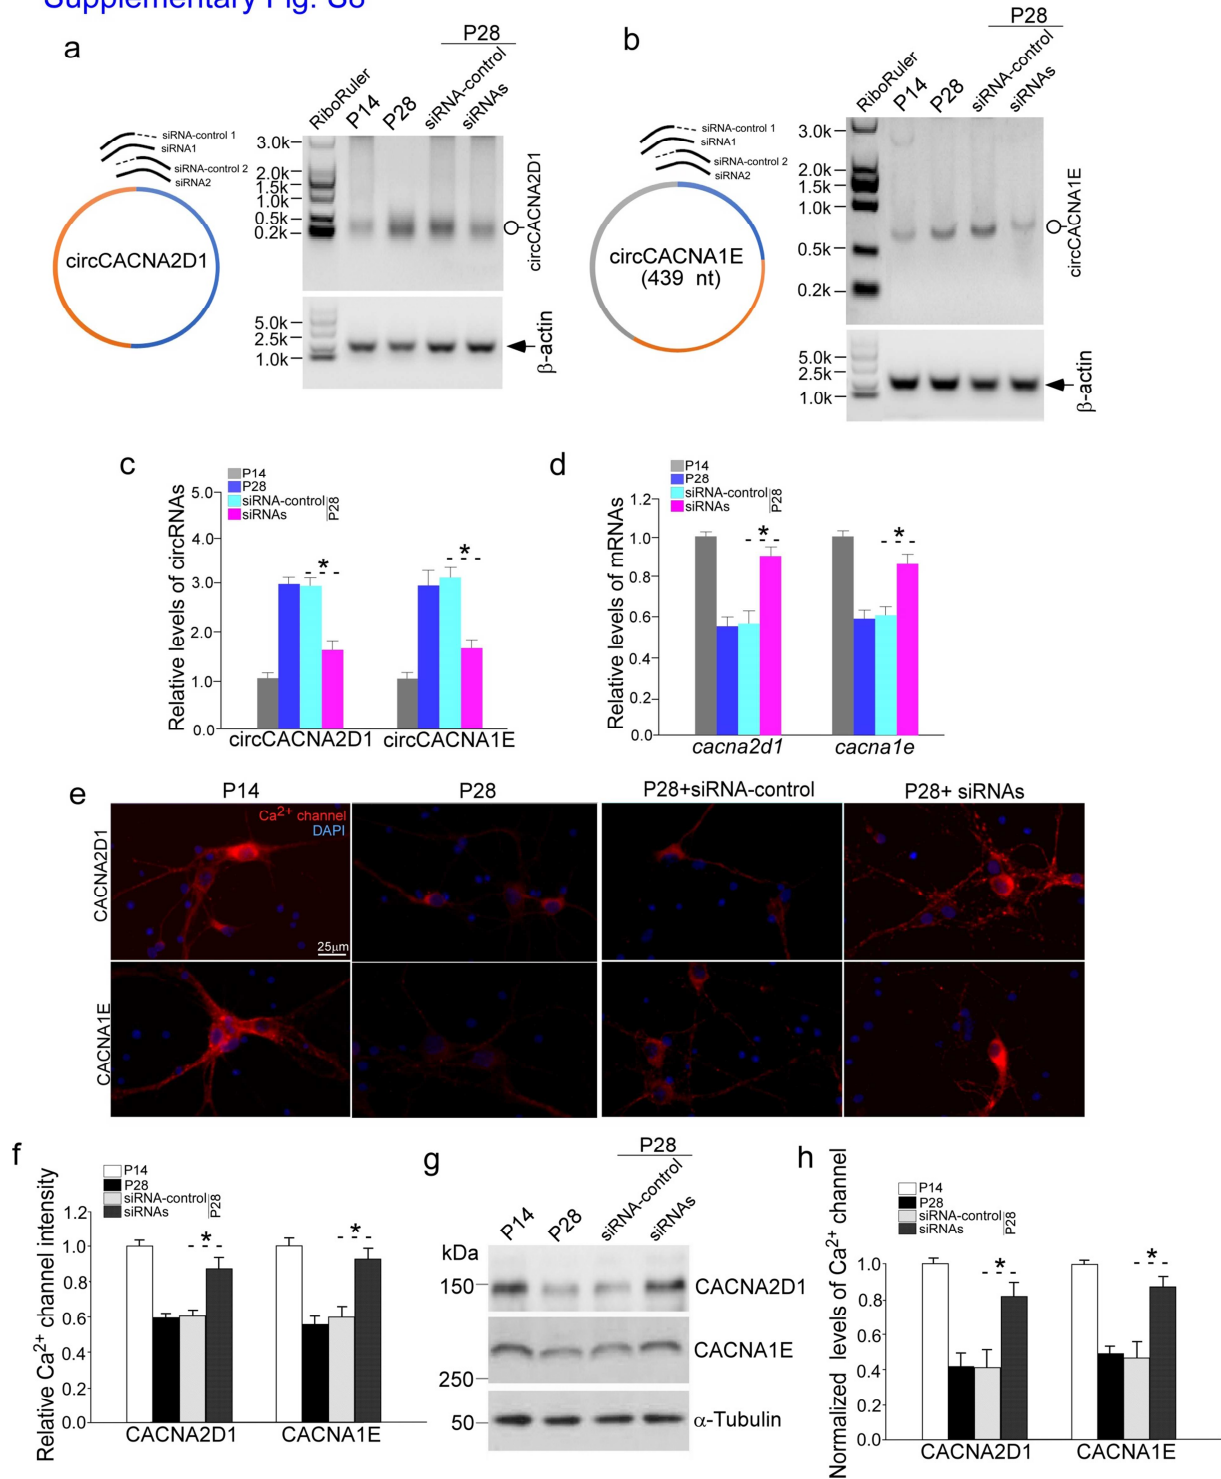

Supplementary Fig. S8

### **CircCACNA2D1 and circCACNA1E negatively correlate to host mRNA expression over aging states**

**(a-b)** Northern blots of *cacna2d1* and *cacna1e* circular transcripts. Total RNAs were extracted from P14, and P28 fetal macaque hippocampal neurons infected at P7 with the junction site-targeting siRNAs against circCACNA2D1 and circCACNA1E, or the mismatched junction site-targeting, and digested with RNase R. Northern blots were performed on the basis of hybridization with the specific digoxin-labeled junction site-targeting probes showing that circCACNA2D1 and circCACNA1E were efficiently knocked down with siRNAs in fetal macaque hippocampal neurons. K denotes 1,000 nt. The blots represent one of three independent experiments. The siRNAs targeted circCACNA2D1 and circCACNA1E at junction sequences. The blue and yellow (circCACNA2D1), or the blue and gray (circCACNA1E) sequences below the histograms show the corresponding exon sequences forming the junction; mismatched sequences in the corresponding control siRNA are shown in black.

**(c-d)** Total RNAs were extracted from P14, P28 fetal macaque hippocampal neurons infected at P7 with the junction site-targeting siRNAs against circCACNA2D1 and circCACNA1E, or the mismatched junction site-targeting siRNA-control, and performed qPCR for circCACNA2D1, circCACNA1E and their host mRNA expression. Data are presented as mean  $\pm$  SD, n=3 technical replicates. \*,  $p < 0.01$ , unpaired *t* test.

**(e)** Fetal macaque hippocampal neurons were infected at P7 with either the junction site-targeting siRNAs against circCACNA2D1 and circCACNA1E or the mismatched junction site-targeting siRNA-control. On P14 or P28, neurons were fixed and immunostained with CACNA2D1 and CACNA1E antibodies. Scale bar =25  $\mu$ m.

**(f)** Relative intensities of  $\text{Ca}^{2+}$  channels immunostaining illustrated in panel **e**) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. ( $n=27-38$  cells per group). Each bar represents the average of three independent experiments; error bars denote s.e.m. \*,  $p < 0.05$ , unpaired  $t$  test.

**(g)** Protein extracts from P14, P28 fetal macaque hippocampal neurons infected at P7 with the junction site-targeting siRNAs against circCACNA2D1 and circCACNA1E, or the mismatched junction site-targeting siRNA-control, were immunoblotted with CACNA2D1 and CACNA1E antibodies.  $\alpha$ -Tubulin was loading control. The blots represent one of three independent experiments.

**(h)** Normalized protein levels of  $\text{Ca}^{2+}$  channel CACNA2D1 and CACNA1E illustrated in panel **g**) were quantified by use of image J software. Data are present as mean  $\pm$  s.e.m. Each bar represents the average of three independent experiments; error bars denote s.e.m. \*,  $p < 0.05$ , unpaired  $t$  test.

## **Supplementary Materials and Methods**

### **Animals and Samples collection**

Frozen postmortem brain tissue samples from rhesus macaque were provided by Kunming Primate Research Center of the Chinese Academy of Sciences (KPRC). Brain regions were systematically collected from well-characterized rhesus monkeys born and raised at the KPRC in outdoor, 6-acre enclosures that provide a naturalistic setting and normal social environment. For circRNA-seq analysis, two male and two female rhesus macaque brain specimens at each of stages representing adult (10-year-old) and old (20-year-old) were profiled. Extensive health, family lineage and dominance information were maintained on all animals.

According to a widely used macaque brain atlas and brain maps (<http://www.Brainmaps.org>), tissues spanning eight anatomically distinct regions were selected and collected from each specimen. The detailed information was described as below: the prefrontal cortex was sampled at the main sulci, the posterior cingulate cortex was sampled at the Brodmann's area 23, the temporal cortex at the superior temporal gyrus, the parietal cortex at the middle sylvian fissure, the occipital cortex at the V1, and the cerebellar cortex was sampled at the cauda cerebellum. The hippocampus (including CA1 and dentate gyrus) was also sampled. All the collected samples were washed with RNA later solution (AM7021, Ambion, USA) and put in freezing tubes to store at liquid nitrogen temperature.

All animal procedures were in strict accordance with the guidelines for the National Care and Use of Animals approved by the National Animal Research Authority (P.R. China) and the Institutional Animal Care and Use Committee (IACUC) of the Kunming Institute of Zoology of Chinese Academy of Sciences. The nonhuman primate cares and experimental protocols were approved by the Ethics Committee of Kunming Institute of Zoology and the Kunming Primate Research Center, Chinese Academy of Sciences (AAALAC accredited), and the methods were carried out in accordance with the approved guidelines.

### **CircRNA library preparation**

Before the preparation of the circRNA-seq libraries, the total RNA samples for two males were mixed and those for females were mixed as well to eliminate the individual biases. Samples were collected from eight different brain regions, and consequently a total of 32 mixed samples from

10-year male and female, and from 20-year male and female were subjected to library preparation. For each sample, 10µg of total RNA was used for cirRNA-seq library preparation. Total RNA was treated with RQ1 DNase (Promega) to remove genomic DNA. A large proportion of mRNA was captured by oligo dT, and remaining RNA was purified with Ampure XP Beads. Ribosomal RNA was depleted away by Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat, MRZG12324, Epicentre). Linear RNA (including residual rRNA, residual mRNA, and so on) was digested by RNase R.

CircRNA was iron fragmented at 95 °C followed by end repair and 5' adaptor ligation. The reverse transcription was performed with RT primer harboring 3' adaptor sequence and randomized hexamer. The cDNAs were purified and amplified, then PCR products corresponding to 300~500bp were selectively captured and quantified. Libraries were stored at -70 °C until used for sequencing. For high-throughput sequencing, the libraries were prepared following the manufacture's instructions and applied to Illumina NextSeq500 system with 150x2 paired-end type by ABlife Inc. (Wuhan, China).

### **cirRNA Prediction and filtering**

After reads were obtained from sequencing, Cutadapt (1) was used to trim adaptors (with 10% error rate) and low quality bases (less than 16). Reads that were less than 16nt in both ends were discarded. Before prediction, we used bwa(2) method to align reads to the *Rhesus Macaque* (3) reference genome (with parameters: -k 19 -T 19). After alignment, CIRI2 software (4, 5) was used to predict circRNAs in macaque brain samples. Candidate circRNAs with no less than two head-to-tail junction reads were preserved.

To test the precision and sensitivity of the CIRI2 software, we downloaded the raw data of the SH-SY5Y neuronal cells (6). We aligned the reads to the human genome (GRCH38 version) and predicted the circRNAs with our prediction pipeline with the same parameters. Then we converted the published circRNAs locus from GRCH37 to GRCH38 by liftOver (7). CircRNAs which splice sites were detected in +/- 5 nucleotide interval around the predicted circRNAs start or end were treated as overlap circRNAs. At the same time, we re-predicted circRNAs with our

data by utilizing find\_circ (version 1.2) software with default parameters (8). Overlapping analysis was performed for the prediction results between CIRI2 and find\_circ.

CircRNAs are constituted by two parts by CIRI2: back splicing junction part and non-junction part. After obtaining the circRNAs, reads number across the back splicing junctions was treated as the raw expression level of each circRNAs. After that, we filtered the circRNAs expressed only in sporadic samples with low abundance. Based on the back-splicing reads number of each circRNA, we set the following requirement as the filtering threshold:

- 1) No less than 3 back-splicing reads was required to define an expressed circRNA.
- 2) One brain area is defined as expressed only if no less than 2 samples satisfied the 1st requirement.
- 3) One circRNA is expressed only if on less than 2 areas were expressed.
- 4) If circRNAs can't meet the 3rd requirement, the circRNAs must be expressed in only one brain area and the total expressed samples must be on less than 6 (20% of total samples).
- 5) If circRNAs can't meet the 3rd and 4th requirements, the total back-splice reads number of this circRNA must be no less than 30.

To obtain a normalized expression between different samples, we used the DESeq normalization method (9) to obtain the normalized expression level for circRNAs by dividing a size factor.

### **Conservation analysis for macaque circRNAs**

To analyze the homologous feature between macaque circRNAs and other mammalian species, we downloaded the human and mouse circRNAs sequence from the circBase (10). Then we aligned the circRNA sequence to the human and mouse circRNAs by blastn with E-value 1e-3. Meanwhile, we also adopted the conservation calculation method in Rybak-Wolf et al (6), and performed this analysis among three species: macaque, mouse, and human.

### **Characteristic analysis of circRNA expression**

To find the characteristic of circRNA expression in macaque brain, we compared the circRNA expression pattern from multiple dimensions. First, we used WGCNA method (11) to classify circRNAs. Cubic power was chosen as the soft threshold to calculate block wise modules. The

output is the circRNA modules according to their expression pattern. For each circRNA module, eigengenes was chosen to represent the expression pattern.

Due to the low and dynamic characteristic of circRNAs compared with host mRNAs, we used unpaired *t*-test model to filtrate the spatial, ageing and sexual-related circRNAs as described previously(12). For spatial-related circRNAs filtration, we compared one brain area with other areas by *t*-test and repeated this according the eight brain areas. For ageing-related circRNAs filtration, we compared 10-year-old samples with 20-year-old samples. For sexual-related circRNAs filtration, we compared female samples with male samples. After comparison, we set *p*-value 0.05 as the threshold for filtration.

### **Analysis of the relationships between circRNAs and host mRNAs**

To explore the expression relationship of circRNAs and their host mRNAs, we used the poly(A) selected RNA-seq data from our another study (13). The biological samples of the two studies were the same and total RNAs were extracted from the brain tissue parallelly. So we could compare the expression level between circRNAs and host mature mRNAs. Based on the expression of each circRNA and host mRNA, Pearson correlation coefficient (PCC) and *p*-value were obtained for each mRNA-circRNA pair. Then we filter the result by a given threshold, absolute PCC no less than 0.3 and *p*-value no more than 0.1. Besides the positive correlation pairs, negative pairs with correlation coefficient less than 0 were also included.

### **RNA extraction and reverse transcription PCR**

RNA was using PureLink micro-to-midi total RNA purification system (Invitrogen). RNA quantity and quality were evaluated by Nano Drop ND-1000 spectrophotometer (Nano Drop Thermo, Wilmington, DE) and RNA integrity was assessed by agarose gel electrophoresis. Specific divergent primers were designed to amplify the circular and linear Rhesus macaque transcripts. Semi-quantitative RT-PCR was performed with Superscript III one-step RT-PCR system with platinum Taq High Fidelity (Invitrogen). For quantitative real-time PCR, cDNAs were prepared by using oligonucleotide (dT), random primers, and a Thermo Reverse Transcription kit (Signal way Biotechnology). qPCR was performed with SYBR Green I Master

(Roche, 04707516001) on Light Cycler 480 II. qPCR was performed in 10 µl reaction volume, including 2 µl of cDNA, 5 µl 2× Master Mix, 0.5 µl of Forward Primer (10 µM), 0.5 µl of Reverse Primer (10 µM) and 2 µl of double distilled water. The reaction was set at 95 °C for 10 min for pre-denaturation, then at 95 °C for 10 s and at 60 °C for 60 s repeating 40 cycles. *GAPDH* was used as a reference. Both target and reference were amplified in triplicate wells. And the relative level of each circular and linear transcript was calculated using  $2^{-\Delta\Delta C_t}$  method. All PCR primer sequences can be found in Supplementary Table S3.

### **Immunohistochemistry**

For DAB/bright field staining, ten micron cryostat sections of macaque brain were pretreated in 0.3% hydrogen peroxide in methanol for 30 min to remove endogenous peroxidase activity, rinsed in Tris-buffered saline (TBS), and then treated with 0.1 M citrate buffer in a microwave at sufficient power to keep the solution at 100°C for 20 min. Sections were cooled in the same buffer at room temperature (RT) for 30 min and rinsed in TBS. Slides were incubated in 10% goat serum in PBS blocking solution for 1 h at RT, after which primary antibodies CACNA2D1 (ab2864) and CACNA1E (ab63705) were applied to the sections that were then incubated at 4°C overnight. The sections were washed three times in TBS before applying the secondary antibody (Vector Laboratories). Secondary antibody was applied for 1 hour at RT. Afterwards, sections were rinsed three times in TBS. Rinsed sections were then incubated in Vectastain ABC Elite reagent for 1 h and developed using diaminobenzidine (Vector Laboratories). After dehydration all sections were mounted in Permount under a glass cover slip. Control sections were subjected to the identical staining procedure, except for the omission of the primary antibody.

### **Protein extraction and western blot**

Frozen macaque brain tissues or cultured fetal hippocampal neurons were lysed using 1× RIPA buffer (Sigma Aldrich), complemented with PIC (Protease Inhibitor Cocktail, Cat #11836153001, Roche) and Phosphatase Inhibitor Cocktail (Cat #11836153001, Roche). After protein quantification, samples were boiled for 10 min in SDS loading buffer (1:1 ratio). An aliquot (up to 50 µg) of the resulting sample was run on a SDS-PAGE gel and then transferred to a Hybond-

PVDF membrane (Amersham Pharmacia). The membrane was blocked in 5% milk for 1 h at room temperature and incubated overnight with the appropriate primary antibody re-suspended in 5% milk in TBST at 4 °C. Following three time washes using TBST, the membrane was incubated for 2 h at room temperature with the appropriate secondary antibody re-suspended in 5% milk in TBST at room temperature, followed by 4 washes using TBST. Signal ECL (Pierce) amplification was detected by Tanon 5200 Multi chemiluminescent image system (Tanon, Shanghai, China). Signal intensity was quantified with Image J (National Institute of Health).

### **Fetal Rhesus macaque neural cell cultures**

Fetal Rhesus macaque neuronal cultures were prepared with modification and maintained as described previously (14) . Briefly, fetal brains were obtained from second trimester fetal macaques (12~15 weeks) (Kunming Primate Research Center of the Chinese Academy of Sciences, KPRC) obtained via caesarian section. Animals were housed in accordance with standards of the nonhuman primate cares and experimental protocols were approved by the Ethics Committee of Kunming Institute of Zoology and the Kunming Primate Research Center, Chinese Academy of Sciences (AAALAC accredited), and the methods were carried out in accordance with the approved guidelines. The meninges were removed, and cortical tissue was mechanically dissociated using sterile scalpel blades and washed in sterile PBS. Cells were pelleted by centrifugation at 800 rpm for 10 min, and the pellet was subsequently enzymatically dissociated with 0.25% trypsin in the presence of DNase (50 µg/ml) at 37°C for 30 min. Cells were further mechanically dissociated through a 150-µm pore size nylon mesh filter and washed again in cold sterile PBS by centrifugation at 1500 rpm at 4°C for 10 min. The collected cell pellet was mechanically dissociated by trituration and further enzymatically dissociated with DNase (50 µg/ml) at RT for 10 min. After several further washes with cold sterile PBS, cells were seeded onto poly-D-lysine-coated glass coverslips or T75 flasks at a density of  $1 \times 10^6$  cells/ml in DMEM/10% FCS. 5-Fluoro-2'-deoxyuridine (FDU; 10 µM), a uridine analogue that is toxic to dividing astrocytes, was added to cultures to inhibit over proliferation of glial cells on days 5, 8, and 12 in vitro. Cells were used for single- and double-label immunocytochemical techniques and calcium flux analyses after 1~4 weeks in culture.

### **siRNA knockdown in fetal macaque brain cultured neurons**

Lentiviral siRNA preparation was prepared as described previously(15). piLenti<sup>TM</sup>-siRNA constructs including a set of circCacna2d1 and a set of circCacna1e were constructed using a standard protocol from Applied Biological Material Inc. The high lentiviral particle titers were prepared with 3<sup>rd</sup> Generation Packaging Mix in HEK 293T cells and purified by Ultra-Pure Lentivirus purification Kits (Applied Biological Material Inc. Vancouver). For knockdown assay, after 5-7 days in culture, fetal macaque hippocampal neurons were infected using a multiplicity of infection (moi) between 5 and 10 to provide an efficiency of infection above 70%, which piLenti<sup>TM</sup>-GFP was used a co-expressed reporter to monitor infection. Samples were collected at indicates time and different assays were performed. All sequences of siRNA against circRNAs can be found in Supplementary Table S2.

### **Immunofluorescence**

Cultured fetal macaque hippocampal neurons were rinsed once with PBS and then fixed in buffered 4% paraformaldehyde in 0.1 M phosphate buffer for 30 min at room temperature followed by three rinses with PBS. Primary antibodies CACNA2D1 (ab2864) and CACNA1E (ab63705) concentrations used for cell culture were 1:200. All secondary antibodies were used at 1:1000. Cells were counterstained with 1 µg/ml DAPI. All immunofluorescence images were collected using a Zeiss Olympus IX-81 microscope with either a 40× or 100× objective running Metamorph. Microsoft Excel was used to calculate the fraction of positive clusters. GraphPad Prism was used to perform *t*-tests and to visualize bar charts. Error bars represent SEM.

### **BASEscope Assays for circRNA detection**

BASEscope assays were performed using BaseScope<sup>TM</sup> Detection Reagent Kit-RED (#322900-USM, Advanced Cell Diagnostics (ACD) Hayward, CA) in accord with the manufacturer's protocol. CircCACNA2D1 and circCACNA1E junction site-targeting or -nontargeting label probes conjugated to HRP were ordered from ACD. Briefly, 10 µm cryostat macaque brain

sections were pretreated with Hydrogen Peroxide followed by performing target retrieval using an Oster<sup>®</sup> Steamer. Dried slides were placed on the slide rack, and incubated with RNAscope<sup>®</sup> Protease III at 40°C for 30 minutes in the HybEZ<sup>™</sup> system (ACD). Next, the slides were incubated at 40°C in order to hybridize probes (circCACNA2D1 and circCACNA1E) for 2 HRS in HybEZ<sup>™</sup> system. The slides were then performed signal amplification with the following steps: AMP 0 for 30 minutes; AMP 1 for 15 minutes; AMP 2 for 30 minutes; AMP 3 for 30 minutes; AMP 4 for 15 minutes; AMP 5 for 30 minutes; AMP 6 for 15 minutes. After each step, slides were washed with wash buffer three times at room temperature. Chromogenic detection was performed using BaseScope<sup>™</sup> Fast RED followed by counterstaining with hematoxylin (American MasterTech Scientific, Lodi, CA). All images were collected using a Zeiss Olympus IX - 81 microscope with either a 40× or 100× objective running Metamorph. For image analysis, regions of interest (50 × 50 μm) were manually drawn, and after background subtraction, BASEScope intensity was normalized to the control. Images were thresholded in Image J and, using the Image Calculator tool, a third image was generated showing those pixels which were positive in all input channels. Using the Particle Analysis tool, the size and number of the thresholded clusters were analyzed. Microsoft Excel was used to calculate the fraction of positive clusters. GraphPad Prism was used to perform ANOVAs and *t*-tests and to visualize bar charts. Error bars represent SEM. The target genes, probed regions, and sequences of target probes are listed in Supplementary Table S4.

### **DIG-labeled anti-sense RNA probes synthesis by *in vitro* transcription**

PCR primers were designed using standard primer designing tools (Primer Premier 5.0) to amplify 100-300 nt fragment corresponding to linear and circular RNA sequences or 100-150 nt fragment corresponding to head-to-tail junction (short circRNA specific probes and not overlapping with linear RNA sequence). T7 promoter sequence was added to the reverse primer to obtain an antisense probe *in vitro* transcription reaction. In vitro transcription was performed using T7 RNA polymerase (Roche) with DIG-RNA labeling mix (Roche) according to manufacturer's instruction. DNA templates were removed by DNAs I digestion and RNA probes purified by phenol chloroform extraction and subsequent precipitation. Probes were used at

50ng/ml (Northern blot) final concentration. The primer sequences of probes were seen in Supplementary Table S4.

### **Northern Blots for circRNA detection**

Total RNA (10 µg for 10- and 20-year-old macaque brain samples, 2 µg for fetal macaque hippocampal primary neurons) was denatured using NorthernMax<sup>®</sup>-Gly sample loading dye (Ambion) and resolved on 1.2% agarose gel in MOPS buffer. The gel was soaked in 1×TBE for 20 min and transferred to a Hybond-N+ membrane (GE Healthcare) for 1 h (15 V) using a semi-dry blotting system (Bio-Rad). Membranes were dried and UV-crosslinked with 150 mJ/ cm<sup>2</sup> at 254 nm. Pre-hybridization was done at 68 °C for 1 h, and using DIG Northern Blot Starter KIT (Roche) DIG-labeled *in vitro* transcribed circCACNA2D1, circCACNA1E, CDRA1s, and circMbl junction site-targeting probes were hybridized overnight. The membranes were washed three times in 2× SSC, 0.1% SDS at 68 °C for 30 min, followed by three 30 min washes in 0.2× SSC, 0.1% SDS at 68 °C. The immunodetection was performed with anti-DIG AP-conjugated antibodies. Immunoreactive bands were visualized using CDP star reagent (Roche) and a LAS-4000 detection system (GE Healthcare).

### **Statistical analysis**

Principal component analysis (PCA) was used to analysis the expression pattern of circRNAs (Supplementary Fig. S1d, S1f, Fig. 2b). Two-sided paired *t*-test (Fig. 2a, 3a, and 4a) were performed to calculate the differently expressed circRNAs. Hypergeometric distribution test was used to define the enrichment of each GO term and KEGG pathway (Fig. 2c, Supplementary Fig. S1g-h, S3c, and S4e). Hierarchical clustering was performed to cluster the circRNAs by TPM value using Cluster3.0. Java TreeView softwares (16). The statistical significance of the *in situ* hybridization data was tested using either an unpaired *t* test or Mann-Whitney *U* test since the normality of the distribution was pretested using Lilliefors test. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those generally employed in the field. Data collection and analysis were not performed blind to the conditions of the experiments and no randomization of data was performed.

### Data accession numbers

The circRNA-seq data has been deposited in GEO and are accessible through accession number GSE94027. Reviewers can view the original and processed data by the private link created by GEO:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=mfubicmonrkljcv&acc=GSE94027>

The poly(A)-enriched RNA-seq data has been deposited in GEO and are accessible through accession numbers GSE85377(13).

### References:

1. M. Martin, Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 10–12 (2011).
2. H. Li, R. Durbin, Fast and accurate long-read alignment with Burrows-Wheeler transform. *Bioinformatics* **26**, 589-595 (2010).
3. S. Rhesus Macaque Genome *et al.*, Evolutionary and biomedical insights from the rhesus macaque genome. *Science* **316**, 222-234 (2007).
4. Y. Gao, J. Zhang, F. Zhao, Circular RNA identification based on multiple seed matching. *Briefings in Bioinformatics*, (2017).
5. S. Hoffmann *et al.*, A multi-split mapping algorithm for circular RNA, splicing, trans-splicing and fusion detection. *Genome biology* **15**, R34 (2014).
6. A. Rybak-Wolf *et al.*, Circular RNAs in the Mammalian Brain Are Highly Abundant, Conserved, and Dynamically Expressed. *Molecular cell* **58**, 870-885 (2015).
7. A. S. Hinrichs *et al.*, The UCSC Genome Browser Database: update 2006. *Nucleic acids research* **34**, D590-598 (2006).
8. S. Memczak *et al.*, Circular RNAs are a large class of animal RNAs with regulatory potency. *Nature* **495**, 333-338 (2013).
9. S. Anders, W. Huber, Differential expression analysis for sequence count data. *Genome biology* **11**, R106 (2010).
10. P. Glazar, P. Papavasileiou, N. Rajewsky, circBase: a database for circular RNAs. *Rna* **20**, 1666-1670 (2014).
11. P. Langfelder, S. Horvath, WGCNA: an R package for weighted correlation network analysis. *BMC bioinformatics* **9**, 559 (2008).

12. H. J. Kang *et al.*, Spatio-temporal transcriptome of the human brain. *Nature* **478**, 483-489 (2011).
13. S. Liu *et al.*, Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in Rhesus macaque brain. *Genome Res*, (2017).
14. T. Negishi, Y. Ishii, S. Kyuwa, Y. Kuroda, Y. Yoshikawa, Primary culture of cortical neurons, type-1 astrocytes, and microglial cells from cynomolgus monkey (*Macaca fascicularis*) fetuses. *Journal of neuroscience methods* **131**, 133-140 (2003).
15. J. Li *et al.*, EZH2-mediated H3K27 trimethylation mediates neurodegeneration in ataxia-telangiectasia. *Nature neuroscience* **16**, 1745-1753 (2013).
16. M. J. de Hoon, S. Imoto, J. Nolan, S. Miyano, Open source clustering software. *Bioinformatics* **20**, 1453-1454 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

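CircRNA expression was analysed from a table that the authors deposited, with 52828 circRNAs and 32 libraries, 4 from each of 8 brain regions. Each library holds RNA of 2 rhesus macaques of one sex and age. The RNA was depleted of ribosomal and linear RNA, sequenced, mapped and searched for back-splice reads by the authors. The values deposited by the authors are in TPM. Within each library they are whole multiples of one step, and the smallest value above 0 is 2 steps, so each was read as a number of back-splice reads times a constant. The constant times the median-of-ratios size factor computed from these circRNAs, which would be equal in all libraries had reads been divided by such factors, ranged from 0.645 in DG_20F to 2.51 in CB_10F. The methods do not name the genome build, and positions and gene IDs are those of the table, with symbols from the gene names supplied with it.

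The number of back-splice reads per library ranged from 18813 to 894932. The filter of the paper's methods was applied to recovered reads with at least 3 reads as expressed, and kept 17050 circRNAs. Age and sex were compared between 16 and 16 libraries with a two-sided unpaired t-test with equal variances on TPM, and with a permutation test of 100000 draws. Each region's 4 libraries were compared with the other 28 by an exact permutation test over 35960 choices. limma was run on log2 values with a pseudocount of 2.455 TPM, the median over libraries of the smallest value above 0, with region and the other factor as covariates for age and sex, and with Benjamini-Hochberg adjustment. Libraries of a pool share animals, and 16 against 16 libraries rest on 4 pools. Across regions the pools pair the libraries, because the libraries of one pool come from the same animals, and the pool was entered as a block in an alternative.

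The named circRNAs are those that the paper names beside a sequencing result, by the position in Supplementary Table S3 where one is given and otherwise all kept circRNAs of the host gene. To these were added, for CB, sex and age, the 5 with the smallest limma p in each direction among those with an adjusted p under 0.05 and the same direction in each pool, or in both pairs of pools.

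Alternatives were Welch's and paired tests, log2 values, rescaling to the same total, all circRNAs of the table, circRNAs above 0 in at least 16 libraries, leaving out each region, each pool or the 5 libraries with over 95% clean reads, pseudocounts of 0.2455 and 1, limma without covariates or with a correlation within pools, and voom on the recovered reads. Reads divided by size factors, with Welch's test, a one-sided Welch's test for regions or a paired test, were added after seeing the data. They were singled out because they reach the paper's numbers, after 11 settings were tried for age, 11 for sex and 40 for regions. Division by a size factor is the normalization that the paper's methods name, and Welch's test is not named there. Size factors over all or over kept circRNAs gave the same numbers. The share of circRNAs higher at 20 years was taken over circRNAs with unequal means, a definition changed after seeing that 2017 kept circRNAs are 0 in all libraries without the 5.

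The tests were tried on simulated data with 200 changed among 17050 circRNAs. The changed ones had a fixed fold and were taken from circRNAs above 0 in at least 16 libraries. Libraries were drawn independently, without differences between pools. The numbers found therefore do not hold for circRNAs in few libraries, nor the false calls for libraries that share pools. The t-test found 161 and called 425 of the 16850 unchanged (2.52%), limma found 47 for age with 0 unchanged called at an adjusted p under 0.05, and the exact test of CB found 159 and called 71 unchanged. By limma, 88 were found for CB and 24 unchanged called. Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. RT-qPCR, northern blots, in situ hybridization, network and pathway analyses, conservation and host mRNA expression were not analysed here. Results for some of the named circRNAs are not reported here.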

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

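The third split of the 4 pools was tested only after the numbers for age and sex were seen. Of 69 groups of 4 libraries, 11 (15.9%) held a library far from the other 3 by Dixon's criterion, where 3.45 would be expected at 5%. The groups share libraries and are not independent.

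PCC_20F had 894932 back-splice reads where the other PCC libraries had 78611 to 166099, CA1_20M had 811958 against 37329 to 81358, and DG_20M had 273137 against 43202 to 53580. All 3 are among the 5 libraries with over 95% clean reads. The design puts 4 of the 5 at 20 years, so their depth goes partly with age. Without the 5 libraries, 44.9% of circRNAs with unequal means were higher at 20 years, so the share above 50% may come from these libraries. Of the age-related circRNAs, 51.1% were called again without the 5 libraries, against 60.7% without PC to 72.6% without PFC when a region was left out. Leaving out libraries lowers the number called again by itself. These shares therefore do not tell how many of the calls came from the 5 libraries. A biological difference in circRNA content of these pools was not tested.

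The values of DG_20F summed to 107695 TPM where the other DG libraries summed to 239949 to 259906. The authors' normalization was tested as an explanation for the age and CB results by rescaling every library to the same total. The share higher at 20 years then was 57.1% and CB had 462 higher circRNAs, the highest number of any region, which argues against the scale of the libraries as the source of either. What made the total of DG_20F low was not tested, and no biological explanation was tested.

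In CB_10F, the circRNA of MCTP1 (chromosome 6, from 91133100) had 112.32 TPM where the other CB libraries had 6.52 to 24.18. That of FGFR1 (chromosome 8, from 38917171) had 187.21 against 21.73 to 43.97, and the intergenic one on chromosome 3 (from 943243) had 56.16 against 13.04 to 18.03. CB_10F is the library with fewest reads, where each of these values rests on few reads. The intergenic circRNA on chromosome 5 (from 140041447) had 13.04 TPM in CB_20F and 0 in the other CB libraries. The shallow library was tested as an explanation for the number of circRNAs higher in CB. Without the 10F pool 400 were higher in CB, still the highest number, which argues against it as the whole source.

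The circRNA of TLE1 (chromosome 15, from 90413617) had 7.33 TPM in PCC_20F against 60.44 to 64.88 in the other PCC libraries. That of CACNA1C (chromosome 11, from 2601180) had 150.78 in PFC_20F against 50.88 to 67.83, and that of AKAP13 (chromosome 7, from 65259708) had 28.25 in TC_10F against 15.44 to 17.39. No explanation was tested for these single values, technical or biological.

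By limma, the age difference differed between the sexes for 8 circRNAs with an adjusted p under 0.05 (923 at an unadjusted p under 0.05), the age difference differed between regions for 8 (1024 unadjusted) and the sex difference differed between regions for 12 (1109 unadjusted). The interaction of age with sex is the same contrast as the split of the pools into 10F and 20M against 10M and 20F, which gave 466 circRNAs by the t-test. Differences between single pools of 2 animals may therefore account for numbers like those found for age, 507, and sex, 502, and an age difference opposite in the sexes stays open beside them.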

How the results depend on the processing

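The reads divided by size factors, each alternative for the third split of the pools and the correlations between pairs of pools on fewer circRNAs were chosen after seeing the data, and the other alternatives were set before the data were examined. Over the results that answer a comparison, 109 of 143 alternatives left the result on its side of the threshold or within 1.5 times its count, and 34 did not. For those that changed, the cause was not tested unless given here.

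The number of age-related circRNAs ranged from 338 to 711 over the alternatives without adjustment. With a Benjamini-Hochberg adjusted p under 0.05 it was 3 on log2 values and 0 on the deposited values, against 507 without adjustment. The number of sex-biased circRNAs was likewise 0 with the adjusted p against 502 without, and 330 in the 10-year-old animals alone, which have fewer libraries. By limma, 5 age-related circRNAs became 1 with all circRNAs of the table, without the 5 libraries with over 95% clean reads, and with voom on the recovered reads. There was also 1 without PFC, without TC and without PC, and there were 2 without OC, without CA1 or without DG, 3 with no covariates and 14 with a correlation within pools estimated. That correlation was -0.0303. Libraries of the same region and sex at the 2 ages come from different animals. Their deviations from the age means had a median correlation of 0.0509, from -0.00894 in PCC to 0.351 in CB, with 4 of 16 pairs over 0.1. For the male and female libraries of the same region and age the median was 0.0568, from -0.00264 in PCC to 0.335 in CB, with 3 of 16 over 0.1. With these pairs as a replicate block, 570 circRNAs were age-related and 493 sex-biased. With the pool as a block, 671 circRNAs had a region difference by limma. With 5 circRNAs, a change of a few passes the limit of 1.5 times. By limma the sex-biased number was 0 in every alternative run, with 713 to 1486 circRNAs at an unadjusted p under 0.05 among those on at least 17050 circRNAs, and 244 on the 3150 in at least 16 libraries. The smallest adjusted p was from 0.0507 with voom to 0.845 without the 5 libraries.

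The share of circRNAs with a higher mean at 20 years, 55.2%, reversed to 42.4% among circRNAs above 0 in at least 16 libraries and to 44.9% without the 5 libraries with over 95% clean reads. The rank correlation of the age difference between the sexes moved to -0.0133 on log2 values, to 0.0320 among circRNAs above 0 in each of the 4 pools and to 0.0522 among those above 0 in at least 16 libraries.

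The number of circRNAs higher in one region was 6085 with Student's test and 173 with Welch's test, and 922 and 40 for CB. It ranged from 811 (without 20M) to 1068 (without 20F) across the 4 fits that each left out one pool, and from 294 (without 20M) to 400 (without 10F) for CB, where fewer libraries enter the test. With reads divided by size factors and a one-sided Welch's test it was 489, and 177 for CB. By limma the number of circRNAs with a region difference was 230 among those above 0 in at least 16 libraries, where fewer circRNAs were tested, and 490 to 957 in the other alternatives. It ranged from 513 to 595 across the 4 fits that each left out one pool. By direction, the main fit had 527 higher and 144 lower calls over the regions. With voom on the recovered reads there were 186 higher and 326 lower. The first principal component held 9.17% of the variance on all kept circRNAs and 17.2% without scaling. The rank correlation of the number of circRNAs with mapped reads had an unadjusted p under 0.05 with at least 3 reads, at 0.370 (p = 0.0386), and an adjusted p of 0.0525 over 8 relations. Pearson's r there was 0.387 (adjusted permutation p = 0.0380), and 0.193 without OC_10F and OC_20M.

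For the named circRNAs reported here, 1644 values were computed over 279 results. Of these, 1473 kept their direction and side of the threshold, 63 kept the direction and no longer passed, and 54 kept the direction and newly passed. The other 54 values, of 40 of these results, turned direction. None of the 40 had passed, with the lowest p at 0.266, and none passed after turning, with the lowest at 0.166. The cause was not tested.

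Without the 5 libraries with over 95% clean reads, the direction turned for circRNAs of PKD2 (0.772), CD99 (0.520), CACNB2 (0.262), CACNA1E (0.381), EPHA5 (0.792), STK17A (0.616), STK39 (0.495), SYT1 (0.381), GRIA1 (0.737 and 0.381), PTPN4 (0.278), ERBB4 (0.914 and 0.848), MAP4K5 (0.852), GRK4 (0.341), FGFR2 (0.827 and 0.166), NEK1 (0.914), ENSMMUG00000000884 (0.769), GABBR2 (0.381, 0.959, 0.492 and 0.914), NTRK2 (0.885), MAP2K5 (0.572 and 0.796), THRB (0.6004) and PTPRD (0.248), with the p under that alternative in brackets. Here the circRNA of CD99 starts at 334425, that of CACNA1E at 188921845, that of EPHA5 at 64050206 and that of NEK1 at 161652801. The circRNAs of CACNA1E, EPHA5 and NEK1 described above, and the CD99 circRNA found in most libraries, turned under no alternative. On log2 values, the direction turned for circRNAs of MAP3K9 (0.607), CACNB2 (0.798 and 0.974), STK39 (0.862 and 0.913), GRK4 (0.795, 0.973 and 0.497), FGFR2 (0.843 and 0.688), GABBR2 (0.886), THRB (0.946) and PTPRD (0.995), with the p under that alternative in brackets. After rescaling to the same total, the direction turned for circRNAs of MAP3K9 (0.555), CD99 (0.989), STK39 (0.954, 0.9996 and 0.985), SYT1 (0.991), MAP4K5 (0.992) and FGFR2 (0.930), with the p under that alternative in brackets. With reads divided by size factors and Welch's test, an alternative chosen after seeing the data, the direction turned for circRNAs of MAP3K9 (0.607), CD99 (0.884), STK39 (0.919 and 0.984) and FGFR2 (0.983), with the p under that alternative in brackets.

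Depth limits what can be seen in the smallest library. In CB_10F, with 18813 back-splice reads, the smallest value above 0 stands for 2 reads, each worth 18.7 TPM, so that low levels there are listed at 0.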

Differences from the paper's values

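The settings with size factors below were chosen after seeing the values. The paper's methods name division by a size factor as the normalization, but not Welch's or a one-sided test. For age, 11 settings were tried, which gave 435 to 600 circRNAs, and 2 came within 1% of the paper's number. For sex, 11 were tried, which gave 426 to 575, and 2 came within 1%. For the regions, 40 were tried, which gave 16 to 36002, and 3 came within 1%.

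The median number of circRNAs per host gene was 3 against the paper's 5, and the mean was 5.08. No alternative was set for it.

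The number of circRNAs higher in one region was 1447 against the paper's 488, and 546 against the paper's 177 in CB. CA1 and DG together had 216 against the paper's 64. Among neocortical regions the lowest number was 77 against the paper's 13 and the highest 219 against the paper's 98. For the first 4 of these, none of the alternatives set before the data were examined closed the gap. For the highest neocortical number, leaving out the 20M pool gave 107 and did, and the others did not. With reads divided by size factors and a one-sided Welch's test, chosen after seeing the values, the numbers were 489, 177 for CB, 65 for CA1 and DG, and 13 to 98 for the neocortical regions. A one-sided p under 0.01 is the same rule as a two-sided p under 0.02 with a higher mean, and adding that all 4 libraries be above 0 left 489.

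The correlation of the number of sex-biased circRNAs with chromosome length was 0.604 against the paper's 0.345. Leaving out chromosome X, set before the data were examined, gave 0.699, and reads divided by size factors with Welch's test, chosen after seeing the values, gave 0.571. Neither closed the gap. The square of the correlation, a value looked at after seeing the values, was 0.365, and 0.326 with size factors and Welch's test. Lengths were taken as the last circRNA end on each chromosome.

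Some values near the paper's were reached by other settings. Counting 100 reads or more, in place of over 100, gave the paper's 7504. With reads divided by size factors and Welch's test, chosen after seeing the values, 475 circRNAs were age-related, 272 higher at 20 years and 203 at 10 years, the paper's numbers, and 469 were sex-biased, 275 in males and 194 in females, against the paper's 468, 274 and 194. The same values gave 9631 circRNAs higher at 20 years and 7419 at 10 years, as in the paper, and a permutation test with 601 calls, 458 of them shared with Welch's test, against the paper's 579 and 457. At p under 0.01 they gave 72, where the deposited values gave the paper's 73.

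CircMAP3K9 is given as enriched at 20 years and had 126 and 130 TPM, a direction that turned on log2 values, after rescaling and with size factors. CircCACNB2 is given as higher at 20 years, and no circRNA of CACNB2 passed the t-test for age. CircCACNA1E is given likewise and had its higher mean at 20 years, with a t-test p of 0.107. The paper also measured it by northern blot, in situ hybridization and RT-qPCR, which were not analysed here. CircTSPAN15 is given as male-biased and had a t-test p of 0.212, with a permutation p of 0.0112 without CB_10F, a library left out after seeing the values, and the circPREX1 that passed was found in the 20M pool alone. Of the 41 circRNAs of Supplementary Fig. S5a, 20 host names had an age-related circRNA against the paper's 30, and 22 with size factors and Welch's test, chosen after seeing the values. Of the candidates in Supplementary Table S3, 15 of 35 for a region, 9 of 12 for sex and 12 of 23 for age passed the tests used here. With size factors and Welch's test, chosen after seeing the values, 8, 7 and 13 passed. By the paper, some age candidates were taken for RT-qPCR though they only came near its threshold, so the number for age is not wholly a difference.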

Other observations

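The third split of the pools, the drawing to equal depth, the correlations on fewer circRNAs, the splits by limma without adjustment and the counts over both sets of draws were tested only after the results were seen. The splits of the 32 libraries described here ask how often 16 against 16 libraries, or 8 groups of 4, give as many circRNAs when drawn at random. Each count is out of 100 splits with the real one included. The draws for age and for sex are separate sets of the same kind, and they differed in how many reached a given number, so counts over both sets are given too.

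For age, 5 of 100 splits gave as many circRNAs by the t-test, 5 by the permutation test, 8 with reads divided by size factors and Welch's test, 4 at p under 0.01 and 1 by limma with adjustment. By limma without adjustment it was 8, for 896 circRNAs. Over the 198 random splits of both sets, 22 reached the 507 of the t-test, 18 of them among those drawn for sex. Over both sets 19 reached the number of the permutation test, 22 that of size factors and Welch's test, and 12 the 73 at p under 0.01. At p under 0.01, age and a random split cannot be told apart, because the sets gave different shares. Random splits mix the libraries of a pool, so a difference between pools raises the real number above them whether or not it comes from age. The split of the pools that follows neither age nor sex gave 466, close to the 507 for age. With adjustment the same contrast had 8 by limma against 5 for age, and 2 by the t-test against 0 for age. Single pools of 2 animals may therefore give such numbers, and an age difference opposite in the sexes would appear in the same split.

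For sex, 21 of 100 splits gave as many by the t-test, 18 by the permutation test, 18 with reads divided by size factors and Welch's test, and 10 by limma without adjustment, for 906 circRNAs. Over both sets 24 of the 198 reached the 502 of the t-test, 4 of them among those drawn for age. With adjustment the real number is 0, which all 100 splits reach, so that count decides nothing. The number for the third split, 466, is close to the 502 for sex as well.

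If ages differed in the same way in both sexes, the age differences in females and males would be correlated across circRNAs. Their rank correlation was 0.00544, within its jackknife error of 0.0184, but many kept circRNAs are at 0 in whole pools. Among the 8138 above 0 in each of the 4 pools it was 0.0320, within 0.0370, and among the 3150 above 0 in at least 16 libraries 0.0522, within 0.0648. The sex differences at 10 and 20 years had 0.00588 over the kept circRNAs, 0.00680 among the 8138 and 0.00530 among the 3150, within errors of 0.0168, 0.0125 and 0.0198. A small shared difference and none cannot be told apart by these values, because the errors are as large as the correlations.

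For the share of circRNAs with a higher mean at 20 years, 50 of 100 splits were at least as far from 50% in either direction. The share was 45.6% among circRNAs kept for at least 2 regions and 64.5% among those kept for 30 reads in total, so the rule of 30 reads may contribute to it. Of the kept circRNAs, 2017 were found only in the 5 libraries with over 95% clean reads, and 82.4% of these were higher at 20 years.

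For the regions, 1 of 100 splits, the real one, gave as many circRNAs higher in one region, as many higher in CB, and as many by limma. OC had most circRNAs, and with every library drawn down to the smallest it came 7 of 8, so the order of the regions by number found may depend on sequencing depth. That order did not simply follow back-splice reads, in which OC came 5 of 8. PCC came 2 by reads and 5 by circRNAs, and CB 7 and 4. TC came 6 and DG 8 by both.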
